# Inducible hepatic expression of CREBH mitigates diet-induced obesity, insulin resistance, and hepatic steatosis in mice

**DOI:** 10.1016/j.jbc.2021.100815

**Published:** 2021-05-21

**Authors:** Christopher S. Krumm, Xu Xu, Curtis J. Bare, Corey D. Holman, Sander Kersten, Lukas E. Dow, Ann-Hwee Lee, David E. Cohen

**Keywords:** brown adipose tissue, beige adipose tissue, energy metabolism, insulin resistance, lipid metabolism, nonalcoholic fatty liver disease, obesity, thermogenesis, Ad-GFP, adenovirus encoding GFP, Ad-nuclear CREBH, adenovirus encoding nuclear CREBH, ALT, alanine aminotransferase, ApoA-IV, apolipoprotein A-IV, AST, aspartate aminotransferase, BAT, brown adipose tissue, cDNA, complementary DNA, Cidec, cell death–inducing DFFA-like effector C, Cre, albumin-Cre, CREBH, cyclic AMP-responsive element-binding protein H, ER, endoplasmic reticulum, Fgf, fibroblast growth factor, Fgf21, fibroblast growth factor-21, HFD, high-fat diet, IR, insulin resistance, iWAT, inguinal white adipose tissue, Kiss1, KiSS-1 metastasis suppressor, NAFLD, nonalcoholic fatty liver disease, RER, respiratory exchange ratio, rtTA, reverse tetracycline transactivator, TRE, tetracycline-regulated element, VO_2_, O_2_ consumption, VCO_2_, CO_2_ release, WAT, white adipose tissue

## Abstract

Cyclic AMP-responsive element-binding protein H (CREBH encoded by *Creb3l3*) is a transcription factor that regulates the expression of genes that control lipid and glucose metabolism as well as inflammation. CREBH is upregulated in the liver under conditions of overnutrition, and mice globally lacking the gene (*CREBH*^−/−^) are highly susceptible to diet-induced obesity, insulin resistance, and hepatic steatosis. The net protective effects of CREBH have been attributed in large part to the activities of fibroblast growth factor (Fgf)-21 (Fgf21), a target gene that promotes weight loss, improves glucose homeostasis, and reduces hepatic lipid accumulation. To explore the possibility that activation of the CREBH–Fgf21 axis could ameliorate established effects of high-fat feeding, we generated an inducible transgenic hepatocyte-specific CREBH overexpression mouse model (*Tg-rtTA*). Acute overexpression of CREBH in livers of *Tg-rtTA* mice effectively reversed diet-induced obesity, insulin resistance, and hepatic steatosis. These changes were associated with increased activities of thermogenic brown and beige adipose tissues in *Tg-rtTA* mice, leading to reductions in fat mass, along with enhanced insulin sensitivity and glucose tolerance. Genetically silencing Fgf21 in *Tg-rtTA* mice abrogated the CREBH-mediated reductions in body weight loss, but only partially reversed the observed improvements in glucose metabolism. These findings reveal that the protective effects of CREBH activation may be leveraged to mitigate diet-induced obesity and associated metabolic abnormalities in both Fgf21-dependent and Fgf21-independent pathways.

Cyclic AMP-responsive element-binding protein H (CREBH, encoded by *Creb3l3*) encodes an endoplasmic reticulum (ER) intramembrane-anchored precursor form that requires intramembrane proteolysis at the Golgi apparatus to generate an N-terminal mature fragment that translocates to the nucleus, where it functions as a transcription factor (1, 2, 3). CREBH is transcriptionally controlled by peroxisome proliferator activated receptor α and the glucocorticoid receptor (4). It is activated in liver by fasting, circadian signals, uptake of plasma fatty acids, inflammation, and ER stress to control a multiplicity of genes, including those that regulate apolipoprotein biosynthesis, fatty acid metabolism, lipid droplet formation, and the innate immune response (5). CREBH is induced in mouse liver under conditions of overnutrition, including obesity, insulin resistance (IR), and experimental nonalcoholic fatty liver disease (NAFLD), playing complex regulatory roles in lipid homeostasis (6, 7, 8), hepatic gluconeogenesis (9), clearance of plasma triglycerides (8), and lipid droplet accumulation within hepatocytes (10, 11). Mice with genetic deletion of CREBH (*CREBH*^*−/−*^) exhibit increased susceptibility to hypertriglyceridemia, obesity, IR, and hepatic steatosis in response to either dietary overnutrition or fasting (6, 7, 8). By contrast, transgenic overexpression of CREBH in mice protects against these effects (12, 13). In humans, CREBH mutations have been identified by exome sequencing of patients with severe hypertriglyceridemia (8). On the balance, CREBH upregulation and activation appears to be protective against the metabolic complications of diet-induced obesity in mice.

Activation of CREBH under conditions of chronic overnutrition and fasting leads to the transcriptional upregulation of the hepatokine fibroblast growth factor (Fgf)-21 (Fgf21) (6, 7, 12). Increased circulating Fgf21 exerts metabolic benefits, including weight loss, reduced concentrations of plasma triglycerides, and improved glucose homeostasis (14, 15, 16, 17, 18, 19) that are associated with increased insulin sensitivity and “browning” of white adipose tissue (WAT) (20, 21). These activities of Fgf21 appear to be largely responsible for the beneficial effects of activating CREBH in the setting of overnutrition.

Although CREBH is upregulated in liver and Fgf21 production is increased by obesity, the capacity of the CREBH–Fgf21 axis to mitigate weight gain and obesity-related metabolic disorders is limited under natural conditions. Here, we tested the hypothesis that acute overexpression of CREBH in liver could reverse established obesity, IR, and hepatic steatosis. We generated an inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator (rtTA) overexpression mouse model (*Tg-rtTA*). As expected, doxycycline induced CREBH and Fgf21 expression in a dose-dependent manner (8). Hepatic CREBH overexpression resulted in potent reductions in body weight and adiposity, improvements in glucose homeostasis, and reversal of hepatic steatosis in high-fat diet (HFD)–fed mice. Indicative of both Fgf21-dependent and Fgf21-independent mechanisms, these beneficial effects were largely but not completely reversed upon genetic silencing of Fgf21. Taken together, these findings highlight that the CREBH activation could serve as a potential therapeutic strategy in the management of obesity and associated metabolic disorders.

## Results

### Generation of inducible liver-specific CREBH overexpression mice (*Tg-rtTA*)

Whereas activation of the CREBH–Fgf21 axis protects mice from HFD-induced obesity, IR, and hepatic steatosis (6, 7), the current study was designed to explore whether its activation would reverse these disorders once established. Male mice harbored single copies of the transgenes CAG-Lox-stop-Lox-rtTA3 (rtTA) and albumin-Cre (Cre) in the absence (*Control*) or the presence (*Tg-rtTA*) of a single copy of the transgene CREBH (Fig. S1*A*). Removal of a loxP-flanked polyadenylation signal cassette by Cre-dependent expression driven by the albumin promoter enabled strong cytomegalovirus enhancer, chicken beta-actin promoter and rabbit beta-globin splice acceptor site-driven hepatocyte-specific rtTA expression. Hepatocyte-specific expression of rtTA in turn promoted TRE-mediated CREBH expression in a doxycycline-dependent manner. The mRNA abundance of *Crebh* and associated target genes (*Fgf21* and apolipoprotein A-IV [*ApoA-IV*]) were increased in *Tg-rtTA* mice in a doxycycline-dependent manner (Fig. S1*B*). At a doxycycline concentration of 1 mg/ml in the drinking water, there was no evidence of hepatotoxicity as evidenced by a lack of elevations in plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities (data not shown) (22), and this concentration was chosen for further studies. Compared with *Control* mice, the mRNA abundance of *Crebh* in livers of *Tg-rtTA* mice was increased 1.8-fold, and protein abundance of nuclear CREBH was increased 16-fold (Fig. S1*C*). Accordingly, the mRNA abundance of the CREBH target genes (*Fgf21* and cell death–inducing DFFA-like effector C (*Cidec*)) were increased in livers of *Tg-rtTA* mice (Fig. S1, *D* and *E*). Although KiSS-1 metastasis suppressor (*Kiss1*) has been reported to be a CREBH target gene that drives Fgf21-independent regulation of glucose metabolism (13), we observed no genotype-dependent differences in hepatic *Kiss1* mRNA abundance (Fig. S1*F*). Plasma Fgf21 was increased by 16-fold in *Tg-rtTA* mice after 3 weeks of doxycycline treatment, and this was sustained at 6 weeks (Fig. S1*G*). These plasma Fgf21 levels in *Tg-rtTA* mice approached those reported following pharmacological administration of Fgf21 to diet-induced obese mice and diabetic rhesus monkeys (17, 23). ApoA-IV was initially undetected in plasma but became abundant after 6 weeks of doxycycline treatment (Fig. S1*H*). ER stress was previously reported to potently induce CREBH in liver and plasma concentrations of Fgf21 (2, 3, 24). However, we did not observe genotypic differences in the mRNA expression of genes that govern ER stress in mice fed chow or HFD (Fig. S2).

### Hepatic overexpression of CREBH reduces fat mass and increases insulin sensitivity by promoting energy expenditure

Considering the potent metabolic effects of Fgf21 therapy on reducing body weight and adiposity (14, 15, 16, 17), we assessed these parameters in *Tg-rtTA* mice. Whereas no genotypic differences in body weight were observed prior to doxycycline treatment, body weights of *Tg-rtTA* mice decreased by 10% within 2 weeks and remained constant for the remainder of the 6-week period (Fig. 1*A*). This reduction in body weight was attributable to a 29% decrease in fat mass relative to *Control* mice (Fig. 1*B*). Histological analysis revealed an increased abundance of adipocytes with multilocular lipid droplets resembling brown adipocytes in inguinal white adipose tissue (iWAT) of *Tg-rtTA* mice, with similar increases in cell densities observed in brown adipose tissue (BAT) (Fig. 1*C*). Activating CREBH in *Tg-rtTA* mice similarly increased expression of the browning markers uncoupling protein-1 and ELOVL fatty acid elongase 3 in both iWAT and BAT (Fig. 1*D*). In the absence of changes in food intake (Fig. 1*E*), *Tg-rtTA* mice exhibited increased total energy expenditure, including both the light and dark cycles (Fig. 1*F*), which reflected increases in values of both O_2_ consumption (VO_2_) and CO_2_ release (VCO_2_) (Fig. 1*G*) without changes in values of the respiratory exchange ratio (RER) (Fig. 1*H*). There were no genotypic differences in total physical activity (Fig. 1*I*). Taken together, these findings were indicative that weight loss could be attributed primarily to increased energy expenditure in *Tg-rtTA* mice owing to thermogenesis.

**Figure 1:**
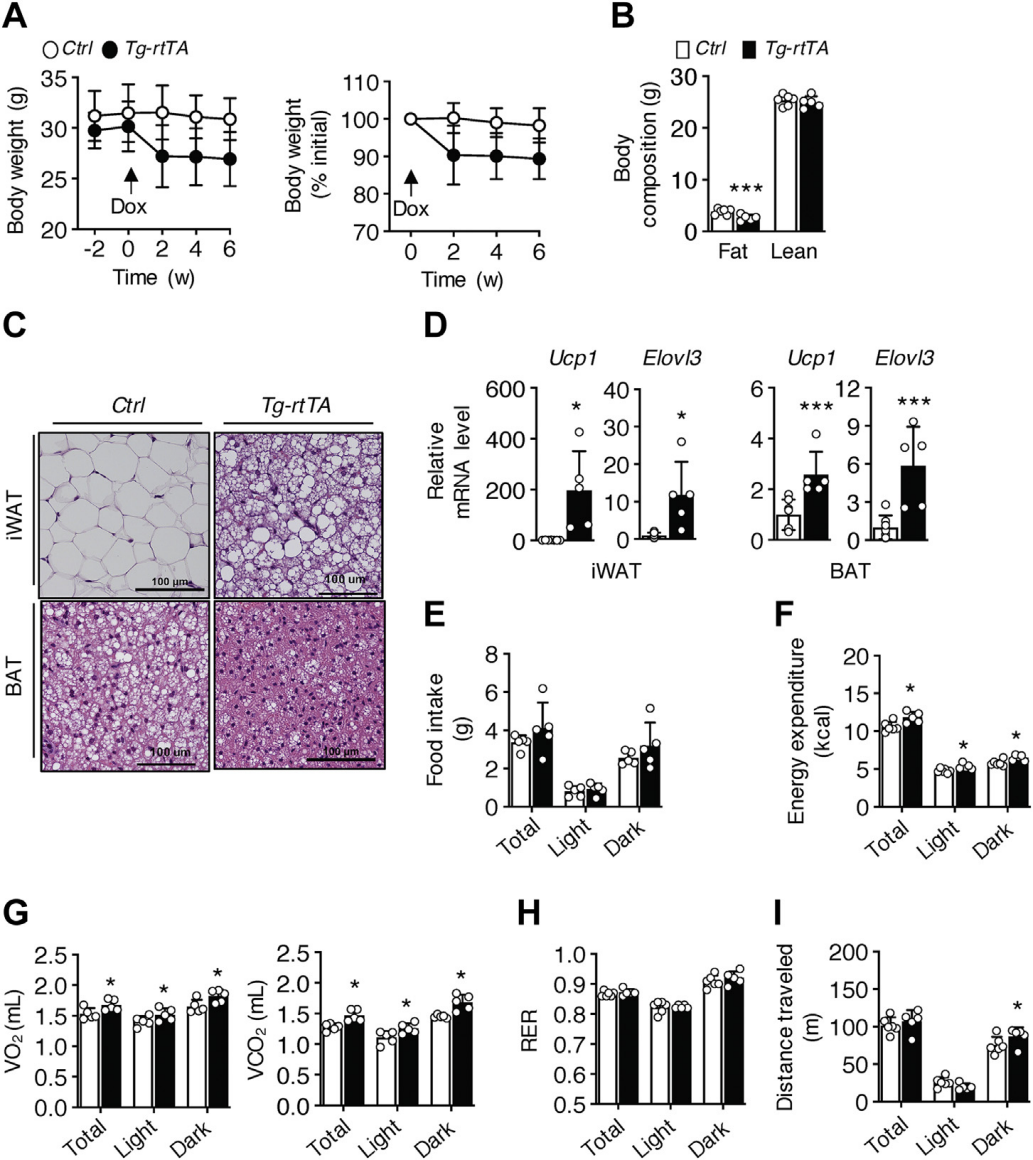
**Reduced body weight and fat mass because of increased energy expenditure in chow-fed *Tg-rtTA mice*.** Six-week-old mice were fed a chow diet for 12 weeks and received doxycycline (Dox; 1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. *A*, *left panel*, body weights; *right panel*, body weights expressed as a percentage of initial body weight. *Arrow* indicates the start of Dox treatment. *p* < 0.001, effect of genotype. *B*, fat and lean masses of mice treated with Dox for 2 weeks. *C*, representative light microscopic images of H&E-stained inguinal white adipose tissue (iWAT) and brown adipose tissue (BAT) sections. *D*, relative mRNA expression levels of *Ucp1* and *Elovl3* in iWAT and BAT extracts were analyzed by quantitative real-time PCR. *E*–*I*, mice treated with Dox for 2 weeks were individually housed in metabolic cages for the measurement of (*E*) food intake, (*F*) energy expenditure, (*G*) rates of oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) determined over a period of 24 h, (*H*) values of respiratory exchange ratio (RER) and (*I*) physical activity. *Control*, n = 5 to 8; *Tg-rtTA*, n = 5. Data are means ± SD. ∗*p* < 0.05; ∗∗∗*p* < 0.001; *Control versus Tg-rtTA*. *Elovl3*, ELOVL fatty acid elongase 3; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator; *Ucp1*, uncoupling protein-1.

Blood glucose concentrations prior to doxycycline treatment were comparable between genotypes (Fig. 2*A*). However, within 2 weeks of doxycycline treatment, blood glucose concentrations dropped by 15.9% in *Tg-rtTA* mice compared with *Control* mice and were sustained up to 6 weeks. Plasma insulin levels prior to doxycycline treatment were also comparable between genotypes and decreased by 42.1% in *Tg-rtTA* mice relative to *Control* mice at 6 weeks (Fig. 2*B*). Following 6 weeks of doxycycline treatment, *Tg-rtTA* mice were sensitized to insulin (Fig. 2*C*) and exhibited increased glucose tolerance compared with *Control* mice (Fig. 2*D*). Accordingly, insulin-stimulated phosphorylated AKT serine 473 protein levels were increased in iWAT and livers of *Tg-rtTA* mice without changes in total AKT protein levels (Fig. 2*E*). These data indicate that the CREBH exerts potent effects on glucose metabolism in *Tg-rtTA* mice. Neither genotypic differences were observed in liver weights (Fig. 2*F*) or histology (Fig. 2*G*) nor were there changes in the plasma activities of ALT and AST (Fig. 2*H*). Enhanced glucose tolerance and insulin responsiveness in *Tg-rtTA* mice were in keeping with the increased metabolic activities of thermogenic brown and beige adipose tissues.

**Figure 2:**
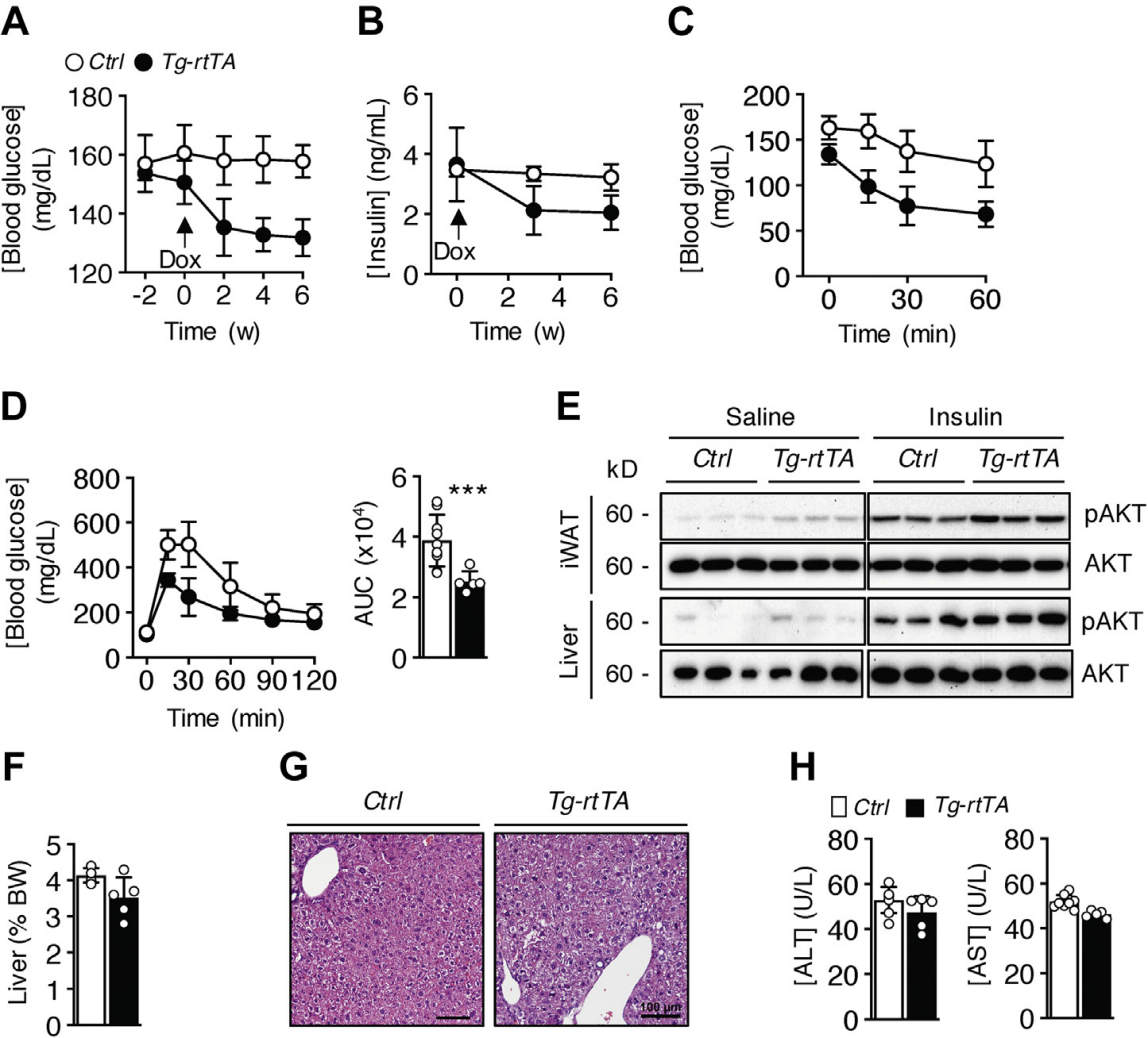
**Increased insulin sensitivity in chow-fed *Tg-rtTA* mice.** Six-week-old mice were fed a chow diet for 12 weeks and received doxycycline (Dox; 1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. Blood concentrations of (*A*) glucose (*p* < 0.001, effect of genotype and time) and (*B*) insulin (*p* < 0.05, effect of genotype; *p* < 0.001, effect of time). *Arrow* indicates the start of Dox treatment. At 4 and 5 weeks following the start of Dox treatment, respectively, tolerance tests were performed during fasting to (*C*) insulin (*p* < 0.001, effect of genotype and time) and (*D*) glucose (*p* < 0.001, effect of genotype and time). Inset bar plots present values of AUC. *E*, phosphorylated AKT and total AKT protein abundance in liver and inguinal white adipose tissue (iWAT) 10 min following i.p. injection of saline or 1 U/kg insulin. *F*, liver weights of 18-week-old mice. *G*, representative light microscopic images of H&E-stained liver sections. The scale bars represent 100 μm. *H*, plasma activities of ALT and AST. *Control*, n = 5 to 8; *Tg-rtTA*, n = 5. Data are means ± SD. ∗∗∗*p* < 0.001; *Control versus Tg-rtTA*. ALT, alanine aminotransaminase; AST, aspartate aminotransferase; AUC, area under the curve; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator.

### Hepatic overexpression of CREBH protects mice from diet-induced obesity, IR, and hepatic steatosis

Next, we examined whether the metabolic effects of the CREBH–Fgf21 axis could reverse HFD-induced obesity, IR, and hepatic steatosis in *Tg-rtTA* mice. After HFD feeding for 6 weeks, mice were administered doxycycline in the drinking water in order to activate hepatic CREBH overexpression. The mRNA abundance of *Crebh* in livers of *Tg-rtTA* mice was increased 1.7-fold, and the protein abundance of nuclear CREBH was increased 16-fold (Fig. S3*A*). The mRNA abundance of the CREBH target genes (*Fgf21* and *Cidec*) were also increased in livers of *Tg-rtTA* mice (Fig. S3, *B* and *C*). As observed in chow-fed mice, no genotype-dependent differences in the mRNA abundance of hepatic *Kiss1* were observed (Fig. S3*D*). Plasma Fgf21 was increased by 16-fold in *Tg-rtTA* mice after 3 weeks of doxycycline treatment and was sustained at 6 weeks (Fig. S3*E*). While initially comparable between genotypes, ApoA-IV levels were increased in the plasma of *Tg-rtTA* mice by 6 weeks (Fig. S3*F*).

Prior to doxycycline treatment, *Control* and *Tg-rtTA* mice exhibited comparable rates of weight gain upon HFD feeding (Fig. 3*A*). However, within 4 weeks of doxycycline treatment, body weights of *Tg-rtTA* mice decreased by 10%, which could be explained by a 29% reduction in fat mass compared with *Control* mice (Fig. 3*B*) in the absence of changes in food intake (Fig. 3*C*). Expression levels of uncoupling protein-1 and ELOVL fatty acid elongase 3 were increased in both iWAT and BAT of *Tg-rtTA* mice (Fig. 3*D*). *Tg-rtTA* mice exhibited increases in total energy expenditure (Fig. 3*E*) that were attributable to increased values of VO_2_ and VCO_2_ during both the light and dark cycles (Fig. 3*F*) without changes in RER values (Fig. 3*G*). There were also no genotypic-dependent changes observed in physical activity (Fig. 3*H*). As observed in chow-fed mice, these findings suggest that mitigation of HFD–induced obesity in *Tg-rtTA* mice is primarily attributable to increased thermogenesis.

**Figure 3:**
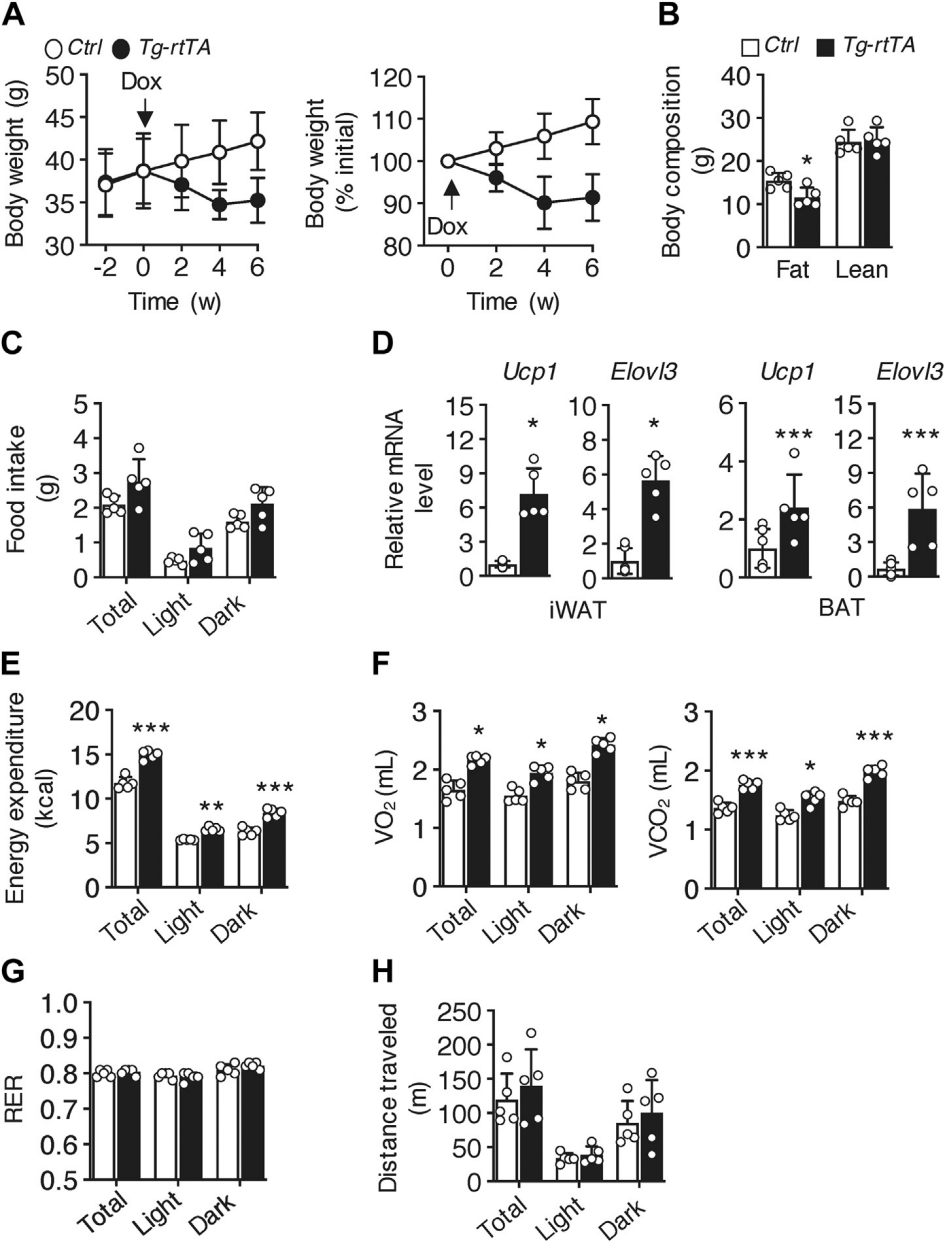
***Tg-rtTA* mice are protected from diet-induced obesity.** Six-week-old mice were fed HFD for 12 weeks and received doxycycline (Dox; 1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. *A*, *left panel*, body weights; *right panel*, body weights expressed as a percentage of initial body weight. *Arrow* indicates the start of Dox treatment. *p* < 0.001, effect of genotype. *B*, fat and lean masses of mice treated with Dox for 2 weeks. *C*, mice treated with Dox for 2 weeks were individually housed in metabolic cages for the measurement of food intake. *D*, relative mRNA expression levels of *Ucp1* and *Elovl3* in inguinal white adipose tissue (iWAT) and brown adipose tissue (BAT) extracts were analyzed by quantitative real-time PCR. *E*–*H*, mice treated with Dox for 2 weeks were individually housed in metabolic cages for the measurement of (*E*) energy expenditure, (*F*) rates of oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) determined over a period of 24 h, (*G*) values of respiratory exchange ratio (RER), and (*H*) physical activity. *Control*, n = 5 to 8; *Tg-rtTA*, n = 5. Data are means ± SD. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; *Control versus Tg-rtTA*. HFD, high-fat diet; *Elovl3*, ELOVL fatty acid elongase 3; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator; *Ucp1*, uncoupling protein-1.

Prior to doxycycline treatment during HFD feeding, blood glucose levels were comparable between genotypes. Within 2 weeks of initiating doxycycline treatment, blood glucose levels dropped by 19% in *Tg-rtTA* mice compared with *Control* mice, which were sustained at 6 weeks (Fig. 4*A*). Insulin concentrations were comparable between genotypes before doxycycline treatment but were reduced by 78% in *Tg-rtTA* mice by 3 weeks and sustained at 6 weeks (Fig. 4*B*). Compared with *Control* mice, *Tg-rtTA* mice exhibited increased insulin sensitivity (Fig. 4*C*) and glucose tolerance (Fig. 4*D*).

**Figure 4:**
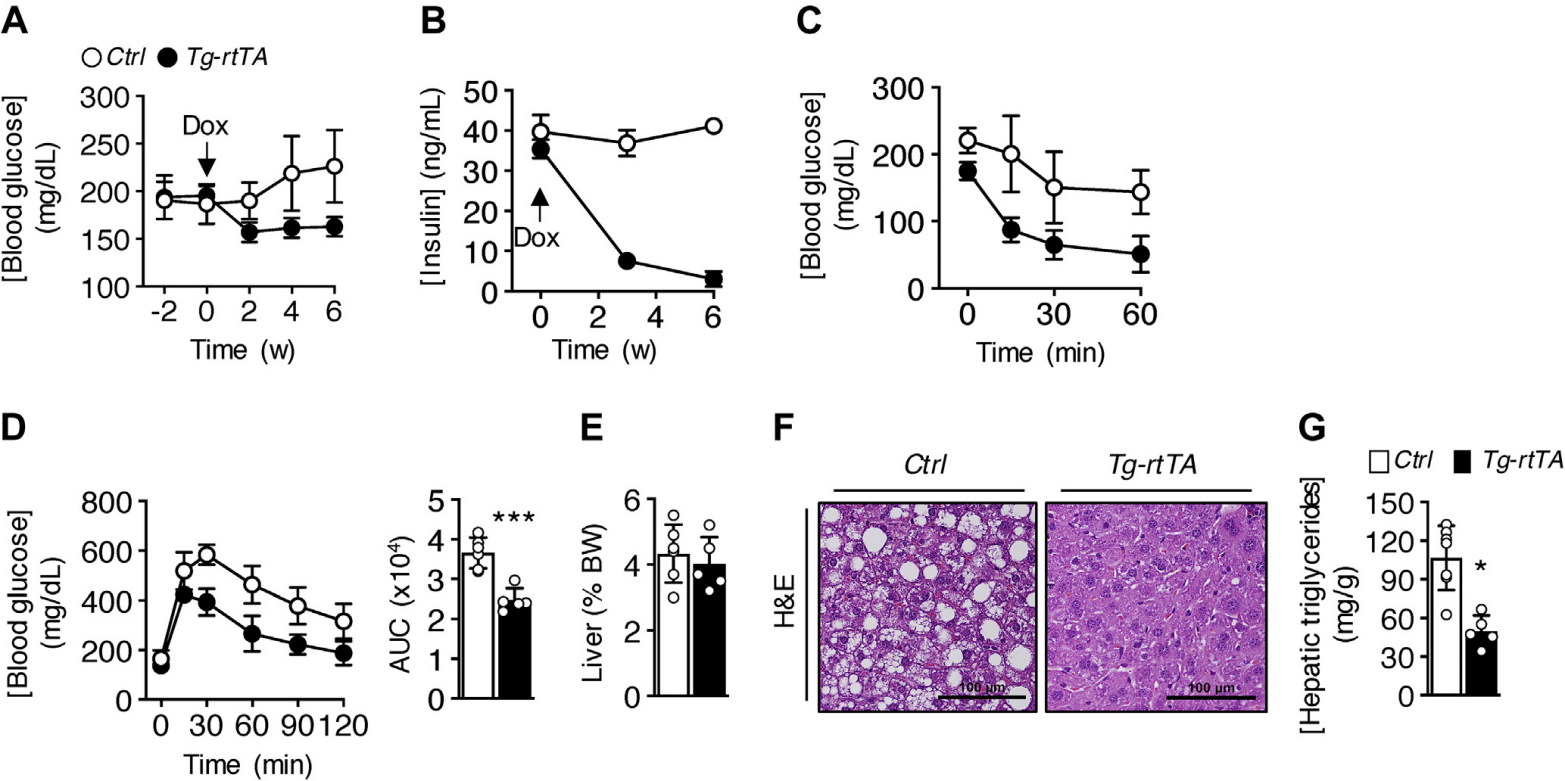
***Tg-rtTA* mice are protected from diet-induced insulin resistance and hepatic steatosis.** Six-week-old mice were fed HFD for 12 weeks and received doxycycline (Dox; 1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. Blood concentrations of (*A*) glucose (*p* < 0.001, effect of genotype) and (*B*) insulin (*p* < 0.001, effect of genotype and time). *Arrow* indicates the start of Dox treatment. At 4 and 5 weeks following the start of Dox treatment, respectively, tolerance tests were performed to (*C*) insulin (*p* < 0.001, effect of genotype and time) and (*D*) glucose (*p* < 0.001, effect of genotype and time). Inset bar plots present values of AUC. *E*, liver weights, (*F*) representative light microscopic images of H&E-stained liver sections (the scale bars represent 100 μm) and (*G*) hepatic concentrations of triglycerides. *Control*, n = 5 to 8; *Tg-rtTA*, n = 5. Data are presented as mean ± SD. ∗*p* < 0.05; ∗∗∗*p* < 0.001; *Control versus Tg-rtTA*. AUC, area under the curve; HFD, high-fat diet; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator.

In previous studies, rodent models of diet-induced hepatic steatosis have been associated with impaired CREBH function (6, 7). Despite comparable liver sizes (Fig. 4*E*), *Tg-rtTA* mice exhibited reduced lipid accumulation by histology (Fig. 4*F*) and hepatic concentrations of triglycerides (Fig. 4*G*). In agreement with our previous studies utilizing *CREBH*^−/−^ mice (6), we did not observe genotypic differences in the mRNA abundance of hepatic genes related to fatty acid oxidation, lipolysis, lipogenesis, gluconeogenesis, inflammation, or fibrosis (Fig. S4). Collectively, these studies suggest that activation of CREBH in liver is sufficient to reverse established resistance to diet-induced obesity, IR, and hepatic steatosis.

### Metabolic improvements in *Tg-rtTA* mice are largely mediated by Fgf21

Finally, we tested whether the effects of hepatic CREBH overexpression were primarily attributable to upregulation of Fgf21. Consistent with this possibility, reductions in blood glucose, body weight, and fat mass in *Tg-rtTA* mice were observed in concert with genotypic increases in plasma concentrations of Fgf21 in *Tg-rtTA* mice compared with *Control* mice (Fig. 5*A*). To investigate the mechanistic contribution of Fgf21 in *Tg-rtTA* mice, we crossed *Tg-rtTA* mice to *Fgf21*^−/−^ mice to generate *Tg-rtTA;Fgf21*^−/−^ mice. Prior to doxycycline treatment, comparable plasma concentrations of Fgf21 and ApoA-IV were observed in *Control*, *Tg-rtTA*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^ mice (Fig. 5*B*). Following 6 weeks of doxycycline treatment, CREBH potently increased plasma Fgf21 levels by 18-fold in *Tg-rtTA* mice relative to *Control*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^ mice. By contrast, genetically silencing Fgf21 in *Tg-rtTA* mice had no impact on the plasma concentrations of the CREBH target gene ApoA-IV in *Tg-rtTA;Fgf21*^−/−^ mice (Fig. 5*C*).

**Figure 5:**
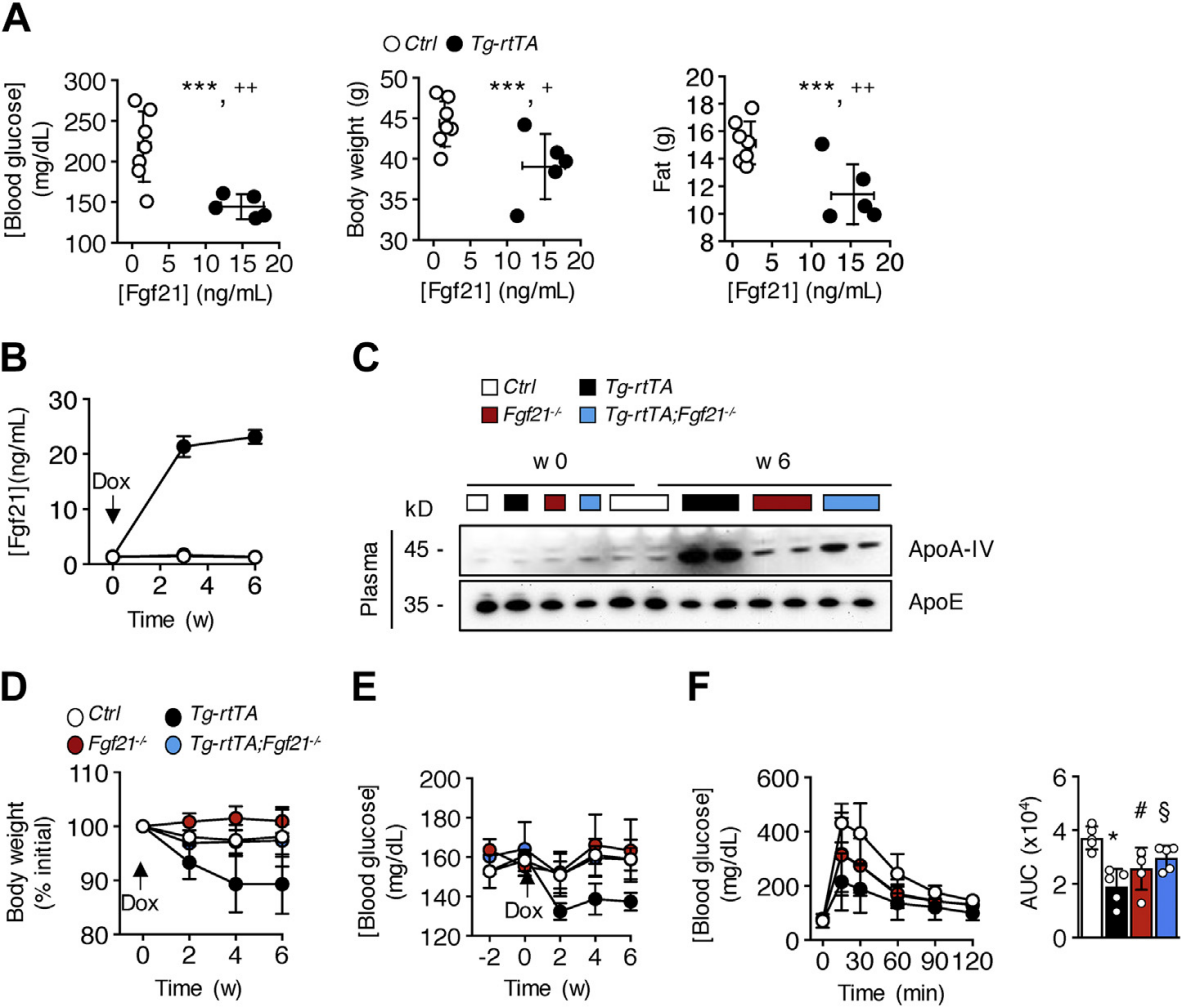
**CREBH-induced metabolic improvements in HFD-fed mice are Fgf21-dependent.** Six-week-old mice were fed HFD for 12 weeks and received doxycycline (Dox; 1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. *A*, correlative relationships between blood glucose, body weight, and fat mass with plasma concentrations of Fgf21. ∗∗∗*p* < 0.001; *Control versus Tg-rtTA* (*plasma Fgf21*); ^*+*^*p* < 0.05; *Control versus Tg-rtTA* (*body weight*); ^++^*p* < 0.01; *Control versus Tg*-*rtTA* (*blood glucose and fat mass*). *B*–*F*, 6-week-old mice were fed a chow diet for 12 weeks and received Dox (1 mg/ml) in their drinking water during the last 6 weeks of dietary feeding. Plasma concentrations of (*B*) Fgf21 and (*C*) ApoA-IV, with ApoE utilized to control for unequal loading. (*p* < 0.001, effect of genotype; *Tg-rtTA versus Control*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^). *D*, body weights and (*E*) blood glucose concentrations. *Arrow* indicates the start of Dox treatment (*p* < 0.05, effect of genotype; *Tg-rtTA versus Control*, *Fgf21*^−/−^, or *Tg-rtTA;Fgf21*^−/−^). *F*, glucose tolerance tests were performed at 5 weeks relative to the start of Dox treatment. Inset bar plots present values of AUC. (*p* < 0.05, effect of genotype; *Control versus Tg-rtTA*, *Fgf21*^−/−^, or *Tg-rtTA;Fgf21*^−/−^). *Control*, n = 5 to 8; *Tg-rtTA*, n = 5. *Fgf21*^−/−^, n = 5 and *Tg-rtTA*;*Fgf21*^−/−^, n = 6. Data are means ± SD. ∗*p* < 0.05; *Control versus Tg-rtTA*; ^*#*^*p* < 0.05; *Control versus Fgf21*^−/−^; ^§^*p* < 0.05; *Control versus Tg-rtTA;Fgf21*^−/−^. ApoA-IV, apolipoprotein A-IV; AUC, area under the curve; CREBH, cyclic AMP-responsive element-binding protein; Fgf21, fibroblast growth factor-21; HFD, high-fat diet; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator.

Ablation of Fgf21 in *Tg-rtTA;Fgf21*^−/−^ mice reversed the body weight loss phenotype in *Tg-rtTA* mice (Fig. 5*D*). Reduced concentrations of blood glucose in *Tg-rtTA* mice were restored to levels comparable to *Control*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^ mice (Fig. 5*E*). A glucose tolerance test performed after 5 weeks of doxycycline treatment revealed that increased glucose tolerance in *Tg-rtTA* mice remained suppressed following genetic silencing of Fgf21 in *Tg-rtTA;Fgf21*^−/−^ mice (Fig. 5*F*), suggesting Fgf21-independent mechanisms.

To gain insights into liver-specific Fgf21-independent regulatory mechanisms by which CREBH regulates glucose and lipid metabolism, we performed a microarray analysis of mRNA expression in primary cultures of mouse hepatocytes transduced with nuclear CREBH relative to cultured hepatocytes that did not express CREBH. This revealed 1754 significantly upregulated or downregulated genes (Fig. S5). In addition to Fgf21, this analysis yielded several genes with greater fold changes in expression than Fgf21, including those relevant to hepatic lipid, glucose, and energy metabolism: ApoA-IV, solute carrier family 2 (facilitate glucose transporter) member 3 and glycerol kinase 5, as well as hepatocellular carcinoma downregulated mitochondrial carrier protein, which promotes uncoupling of oxidative phosphorylation in liver mitochondria and alleviates hepatic steatosis (25, 26).

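Primary hepatocytes are liver cells freed from a perfused liver by digestion and kept in culture, and these came from male wildtype mice 8 to 10 weeks old. Dishes of 60 mm were transduced with an adenovirus encoding green fluorescent protein (Ad-GFP), which served as the control, or with one encoding the N-terminal CREBH fragment that acts in the nucleus (Ad-nuclear CREBH). The multiplicity of infection, the number of infectious particles added per cell, was 100. RNA was collected 24 h later from 3 Ad-GFP dishes and 3 Ad-nuclear CREBH dishes, and each RNA was hybridized to its own Affymetrix Mouse Gene 1.1 ST array, which reads each gene through probes spread along its transcripts. Expression of Creb3l3, the gene that encodes CREBH, was 8.49, 8.02 and 8.21 on the log2 scale in the Ad-GFP dishes and 9.97, 10.46 and 10.59 in the Ad-nuclear CREBH dishes, a log2 fold change of 2.10 (SE 0.19, adjusted p = 9.0e-05). This value cannot separate the transcript brought in by the virus from that of the mouse gene. The methods name QIAzol, RNeasy Mini columns and an Ambion kit for RNA extraction and labeling, whereas the sample labels name TRIzol, RNeasy Micro columns and an Affymetrix labeling assay. The labels also call the virus Ad-CREBH3.

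The authors deposited values made with RMA, a method that corrects the background, normalizes between arrays and summarizes the probes of each transcript. The range of the values is that of log2 expression, although their log base is not written beside them. Exactly 1 gene symbol was carried by 21218 measured features. The feature with the highest mean was kept where a gene had several, which left 18820 genes. Their median log2 value was between 5.05 and 5.30 on the 6 arrays. The groups were compared with limma, with a variance prior that follows the expression level. Genes are said to have risen or fallen in Ad-nuclear CREBH dishes at a Benjamini-Hochberg adjusted p under 0.05 over all genes. In both groups the array of replicate 1 stood somewhat apart. Its mean correlation with the other arrays of its group, across genes, was 0.986 in the Ad-GFP group and 0.991 in the Ad-nuclear CREBH group, against 0.991 or more and 0.994 or more for the remaining arrays of the Ad-GFP and Ad-nuclear CREBH groups. Neither the methods nor the labels say whether the dishes came from separate animals, so that the p-values measure only the spread between these dishes. An exact permutation test of 3 dishes against 3 cannot give a p under 0.1, and the number of arrays limits the precision of every value.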

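By the criteria of the methods, 924 genes were upregulated and 584 genes were downregulated in hepatocytes transduced with Ad-nuclear CREBH, 1508 in all. With all 6 arrays the largest rise was that of Htr5b, a serotonin receptor, with a log2 fold change of 5.11 (SE 0.62, adjusted p = 3.8e-04). Its rank is not certain, since Ina and C1ql4 were close to it, at 4.90 (SE 0.67) and 4.89 (SE 0.56). In Ad-GFP dishes Htr5b was at 5.02, below the median level of all genes, 5.24, so that its fold change can be understated. Oxtr, the oxytocin receptor, rose by 4.84 (adjusted p = 8.2e-04), Bhlha15, a transcription factor of secretory cells, by 4.74 (adjusted p = 0.00112) and Cyp8b1, the sterol 12α-hydroxylase of bile acid synthesis, by 4.60 (adjusted p = 5.4e-04) on the log2 scale. Without Ad-GFP replicate 2 the log2 fold changes of Htr5b, Oxtr, Bhlha15 and Cyp8b1 were 4.29, 3.94, 3.76 and 3.78, and without Ad-GFP replicate 3 that of Bhlha15 was 5.36. The largest fall was that of Serpina7, which encodes thyroxine-binding globulin, from 11.37 to 3.47, a log2 fold change of -7.90 (SE 0.31, adjusted p = 1.1e-05). The chemokine genes Ccl2 and Cxcl10, the iron exporter Slc40a1 and the cystine transporter Slc7a11 fell, with log2 fold changes of -5.97, -5.56, -5.45 and -5.43, each with an adjusted p of 1.7e-05 or lower.

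Genes of the secretory pathway, which carries proteins from the ER through the Golgi apparatus, rose together. Of 45 measured genes 38 rose and 1 fell (41 and 1 adjusted over the list alone; adjusted p = 1.4e-15 from camera, and adjusted p = 0.635 with an estimated correlation). They included Kdelr3, a receptor that returns ER proteins from the Golgi apparatus, with a log2 fold change of 3.86 (SE 0.43, adjusted p = 2.5e-04) that was 3.27 without Ad-GFP replicate 2, the coat protein genes Copb1 at 1.88 (adjusted p = 2.3e-05) and Sec24a at 1.91 (adjusted p = 1.6e-04), and Arfgap3 at 2.84 (adjusted p = 3.7e-05), while Mia2 was the member that fell, at -1.48 (adjusted p = 7.6e-05). Interferon response genes fell. Of 28 measured, 20 fell and 3 rose, also when adjusted over the list alone (adjusted p = 6.1e-06 from camera, and adjusted p = 0.821 with an estimated correlation). Besides Cxcl10 these included Gbp2 at -3.77 (adjusted p = 2.5e-05) and Parp14 at -2.91 (adjusted p = 2.1e-05), whereas Dhx58, an RNA sensor, rose by 1.65 (adjusted p = 6.0e-04). Of 19 genes of NF-kB-driven inflammation, 12 fell and none rose, also when adjusted over the list alone (adjusted p = 1.6e-05 from camera, and adjusted p = 0.821 with an estimated correlation; with each array centred on its median 1 rose and 12 fell), among them the chemokine genes Cxcl1 at -4.95 (adjusted p = 1.8e-05) and Cxcl2 at -4.32 (adjusted p = 3.7e-05). The acute phase is the response of the liver to inflammation. Of 24 genes listed for it, 18 fell and 3 rose, also when adjusted over the list alone (adjusted p = 1.6e-05 from camera, and adjusted p = 0.481 with an estimated correlation). Crp, the C-reactive protein gene, fell with a log2 fold change of -5.08 (SE 0.31, adjusted p = 2.3e-05), Steap4 of -5.06 (adjusted p = 5.5e-05) and Apcs, the serum amyloid P gene, of -3.26 (adjusted p = 1.6e-04), whereas Itih4 was at 11.68 and 11.71 (adjusted p = 0.866). Of the markers of macrophages, 1 of 15 rose and 3 fell (none adjusted over the list alone), with Cd68 at -1.13 (adjusted p = 0.0215), Lyz2 at -0.57 (adjusted p = 0.0403) and Csf1r at 0.61 (adjusted p = 0.0254). With 1 array left out their adjusted p reached 0.0814 without Ad-nuclear CREBH replicate 2, 0.128 without Ad-GFP replicate 2 and 0.0908 without Ad-GFP replicate 2. Of 20 genes of drug metabolism, 11 fell and 1 rose, also when adjusted over the list alone (adjusted p = 5.7e-05 from camera, and adjusted p = 0.821 with an estimated correlation). These included the cytochrome P450 genes Cyp2b10 at -4.41 (adjusted p = 2.4e-05) and Cyp3a13 at -4.21 (adjusted p = 8.3e-05) and the glutathione transferase gene Gsta3 at -4.45 (adjusted p = 9.4e-06), whose probes may also bind transcripts of near-identical family members.

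At an adjusted p under 0.05 from limma, without a minimum of fold or expression, 3615 genes rose and 3427 fell. With each array centred on its median, 4814 rose and 2852 fell, since this moved the median log2 fold change of all genes from 0.039 to 0.18. The 3 arrays of one group lay entirely above or below those of the other for 9294 genes or 49.4%, where chance gives 10%. The expression minimum of 300 was taken as a group mean in at least 1 group, which 4741 genes passed. Without it 3011 genes met the remaining criteria, and 530 did when both group means had to exceed 300.

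**Figure D1:**
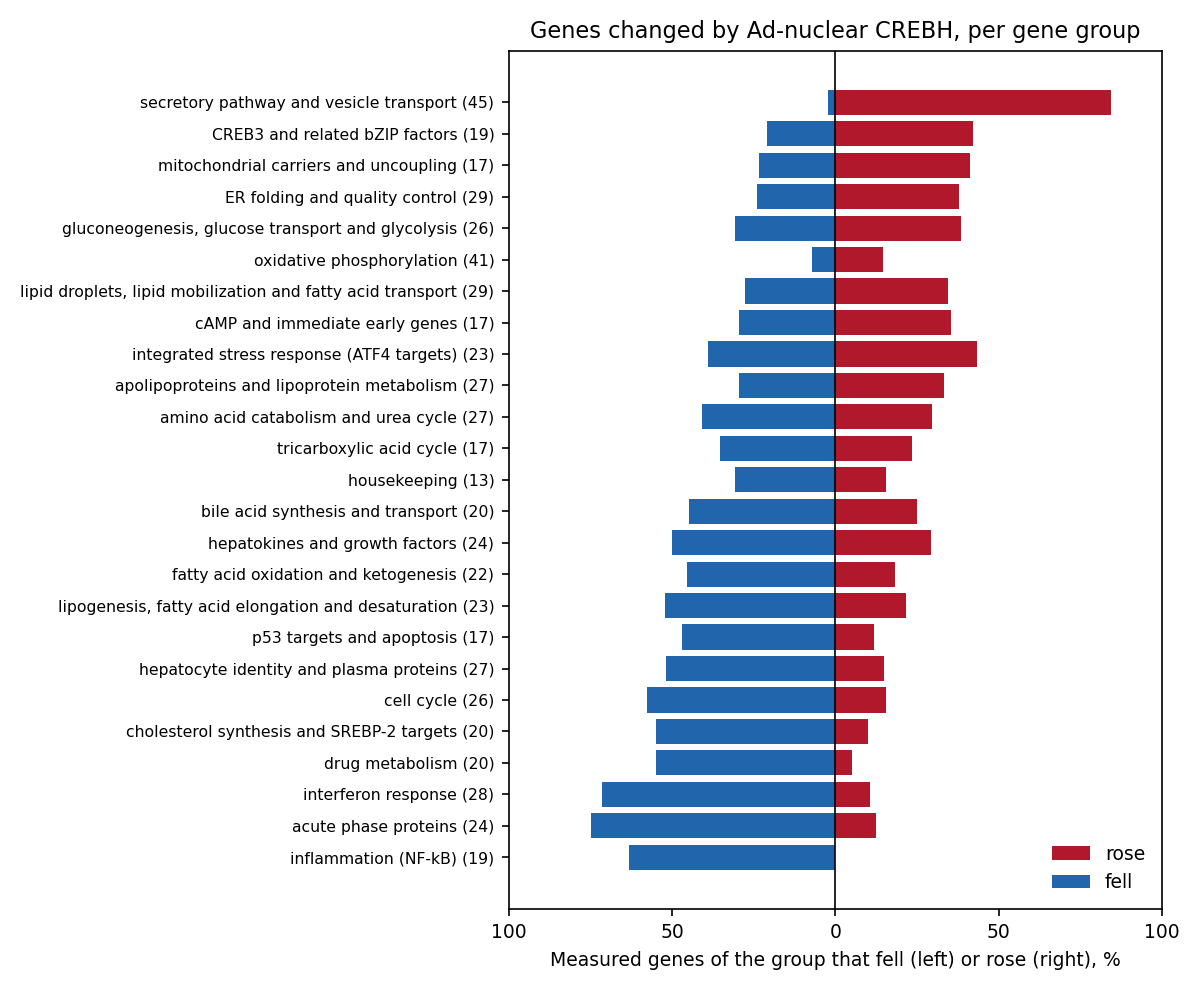
Share of the measured genes of each gene group that rose (red, right) or fell (blue, left) in primary hepatocytes transduced with Ad-nuclear CREBH relative to Ad-GFP (n = 3 dishes each), in percent, at an adjusted p under 0.05 from limma; the number of measured genes is in parentheses. The secretory pathway, with 38 of 45 genes risen, stands at the top, and the interferon response, acute phase and NF-kB groups, with 20, 18 and 12 genes fallen, at the bottom.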

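Fgf21 mRNA rose 9.71-fold, from a log2 value of 5.42 ± 0.23 (SD, n = 3 dishes) in Ad-GFP dishes to 8.70 ± 0.068 (SD, n = 3) in Ad-nuclear CREBH dishes. This is a log2 fold change of 3.28 (SE 0.16, adjusted p = 1.8e-05 from limma). Among the genes that met the study's criteria, 105 had a larger rise than Fgf21, and 28, 1 and 0 did when the mean of all 6 arrays, both group means or every array had to exceed 300. Gk5, which encodes glycerol kinase 5, rose 25.5-fold, with a log2 fold change of 4.67 (SE 0.40, adjusted p = 7.1e-05). Slc2a3, the gene of the facilitated glucose transporter GLUT3, rose 16.0-fold, with a log2 fold change of 4.00 (SE 0.44, adjusted p = 2.1e-04), and Slc25a47, the gene of hepatocellular carcinoma downregulated mitochondrial carrier protein, rose 13.5-fold, with a log2 fold change of 3.75 (SE 0.29, adjusted p = 4.5e-05). In Ad-GFP dishes Gk5 was at 3.82 and Slc2a3 at 4.36, below the median level of all genes, which was 5.24, and Fgf21 was close to it. None of these 3 genes is known to be above background in Ad-GFP dishes, so that their fold changes can be understated by an unknown amount and their order cannot be read with certainty. Apoa4, the ApoA-IV gene, was measured by a pair of features. The brighter of them rose 1.46-fold, from 12.95 to 13.50 (SE of the log2 fold change 0.086, adjusted p = 0.00139), close to the highest values of any gene on the Ad-nuclear CREBH arrays, 13.52 to 13.54, so that a rise as large as that of Fgf21 cannot be read on it. The dimmer one rose 5.91-fold, from 7.75 to 10.32 (SE of the log2 fold change 0.32, adjusted p = 4.2e-04).

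The difference from Fgf21 was tested by subtracting the log2 value of Fgf21 from that of each gene on the same array. The log2 fold change exceeded that of Fgf21 by 1.39 for Gk5 (adjusted p = 2.6e-06), by 0.72 for Slc2a3 (adjusted p = 0.0141) and by 0.47 for Slc25a47 (adjusted p = 0.0583). For the dimmer feature of Apoa4 the difference from Fgf21 was -0.72 (adjusted p = 0.00361). This fit shares the deviations of Fgf21 among all genes and gives p-values that are too small. With the variances of both genes, a test chosen after these values were seen, the adjusted p over 7 differences was 0.0214 for Gk5, 0.183 for Slc2a3, 0.188 for Slc25a47 and 0.109 for the dimmer feature of Apoa4. The paper names these genes for their relevance to hepatic lipid, glucose and energy metabolism after it proposes, from the glucose tolerance of mice without Fgf21, that CREBH also acts through mechanisms independent of Fgf21.

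**Figure D2:**
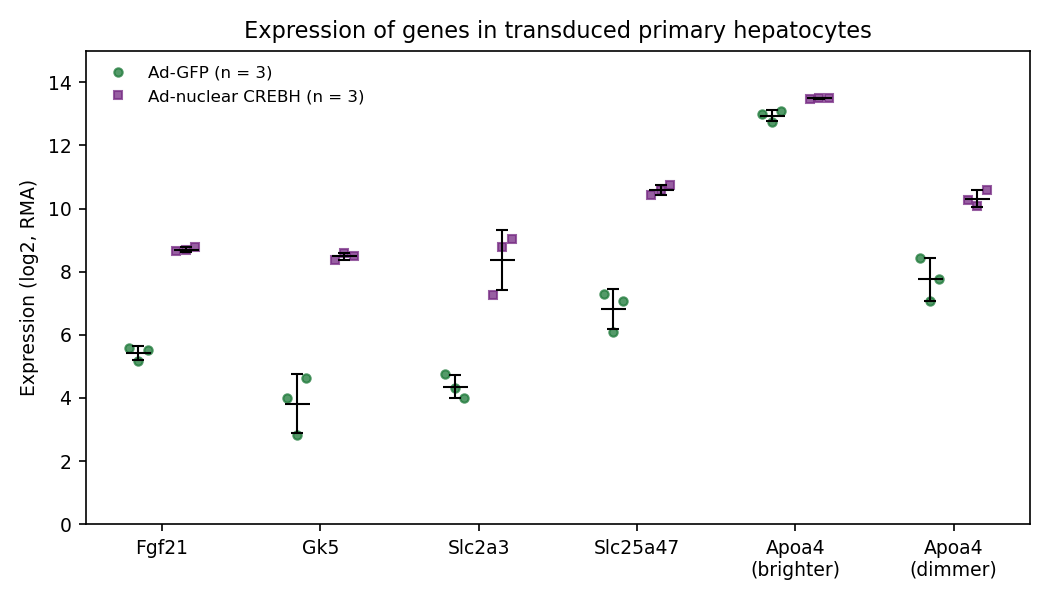
Expression (log2, RMA) of Fgf21, Gk5, Slc2a3, Slc25a47 and both Apoa4 features on each array of primary hepatocytes transduced with Ad-GFP (green circles) or Ad-nuclear CREBH (purple squares); bars are the mean ± SD of 3 dishes. For every feature shown, all 3 Ad-nuclear CREBH dishes lie above all 3 Ad-GFP dishes, and the brighter Apoa4 feature lies at 12.95 and 13.50, at the top of the range of the arrays.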

## Discussion

Activation of CREBH occurs in response to a multiplicity of stimuli (5), and this liver-enriched transcription factor in turn upregulates genes that restore lipid and glucose homeostasis (11, 27). Among these is Fgf21, which is secreted from the liver and promotes weight loss and improves glucose tolerance and hepatic steatosis (14, 15, 16, 18, 19). Hepatic expression and circulating concentrations of Fgf21 are increased in mice and humans during the onset of obesity and NAFLD (28, 29, 30), suggesting a protective mechanism that is ultimately overwhelmed by sustained overnutrition.

*CREBH*^−/−^ mice are susceptible to hepatic steatosis, at least in part due to increased mobilization of adipose tissue lipolysis, leading to excessive hepatic uptake of plasma fatty acids (6). These effects were reversed upon administration of an Fgf21 recombinant adenovirus (6). Exogenous Fgf21 therapy has also corrected IR and hepatic steatosis in diet-induced obese and *ob/ob* mice as well as diabetic rhesus monkeys (16, 17, 23). Indeed, overexpression of CREBH either genetically or by infection with CREBH adenovirus protected mice from diet-induced obesity through Fgf21-dependent mechanisms (7, 13). Our findings build upon the existing literature by demonstrating that activation of the CREBH axis mitigates these diet-induced abnormalities once established.

Activation of CREBH led to the reduction in lipid droplets in the livers of *Tg-rtTA* mice within an established model of obesity, IR, and hepatic steatosis. This was most likely attributable to the mobilization of triglycerides from lipid droplets required for the assembly and secretion of very low-density lipoprotein particles (27). Under conditions of excessive hepatic triglyceride accumulation including hepatic steatosis, these processes have been shown to be mediated through CREBH by upregulation of ApoA-IV (11, 27). In the setting of overnutrition, upregulation of the CREBH target gene Cidec promotes lipid droplet growth and triglyceride accumulation in the liver (10). However, we did not observe increases in Cidec expression in livers of *Tg-rtTA* mice compared with HFD-fed *Control* mice. These findings suggest that the overall metabolic effects of Fgf21 blunted the upregulation of Cidec by CREBH and thereby contributed to the depletion of lipid droplets.

In mice with diet-induced obesity, a single dose of recombinant Fgf21 is sufficient to improve insulin sensitivity and glucose disposal, and chronic administration promotes body weight loss and reduced adiposity (16, 23). In agreement with these findings and our previous studies (6), we identified strong correlations between plasma Fgf21, and body weight, blood glucose, and adiposity in HFD-fed mice. A mechanistic role for Fgf21 was evidenced by the absence of a CREBH-mediated weight loss effect in Fgf21-deficient *Tg-rtTA;Fgf21*^−/−^ mice. These findings are in agreement with results reported for whole-body transgenic CREBH overexpression in *Fgf21*^−/−^ mice (13). However, improvements in glucose tolerance in *Tg-rtTA* mice were only partially negated in *Tg-rtTA;Fgf21*^−/−^ mice, raising the possibility that CREBH may regulate additional yet-to-be defined factor(s) regulating glucose homeostasis. These findings differ from those in HFD-fed CREBH transgenic mice that expressed CREBH constitutively in the liver, which did not exhibit genotypic differences in glucose disposal (13). It remains to be determined how inducible expression of CREBH in *Tg-rtTA* mice regulates glucose homeostasis differently from constitutively expressed CREBH in CREBH transgenic mice.

By using a doxycycline-inducible system to acutely activate hepatic CREBH in the setting of established obesity, IR, and hepatic steatosis, we have provided new evidence that CREBH-mediated regulation may reveal therapeutic targets for the management of obesity and related metabolic disorders. Our studies suggest that reversal of blood glucose, body weight, and fat mass in established obesity, IR, and hepatic steatosis is, in large part, attributable to Fgf21 in *Tg-rtTA* mice. These observations could be of clinical relevance in obesity-related metabolic disorders, especially because multiple nonsynonymous mutations in CREBH have been reported in human patients with extreme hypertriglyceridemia (8). In contrast to our study of acute and liver-specific CREBH overexpression, Satoh *et al*. (13) studied the influence of whole-body transgenic CREBH overexpression in the development of obesity in response to overnutrition. These findings led them to identify Kiss1 as a novel CREBH transcriptional target partially responsible for driving Fgf21-independent effects on glucose homeostasis in their model. However, we did not detect changes in *Kiss1* mRNA abundance in livers of *Tg-rtTA* mice. Notwithstanding, our results do not exclude the possibility of Fgf21-independent effects of CREBH overexpression in liver.

In addition to identifying significant upregulation of Fgf21 in a microarray analysis of primary cultures of mouse hepatocytes transduced to overexpress nuclear CREBH using recombinant adenovirus, several other genes exhibited greater fold changes than Fgf21 with relevance to hepatic glucose uptake, energy, and lipid metabolism including solute carrier family 2 (facilitate glucose transporter) member 3, glycerol kinase 5, hepatocellular carcinoma downregulated mitochondrial carrier protein, and *ApoA-IV*. In this connection, mice with genetic disruption of ApoA-IV (*ApoA-IV*^*−/−*^) exhibited hyperglycemia and increased susceptibility to diet-induced glucose intolerance. Conversely, pharmacological administration of exogenous ApoA-IV reversed these effects in *ApoA-IV*^*−/−*^ and diabetic KKA_γ_ mice (31). In addition, the microarray analysis revealed two gene sets relevant to lipoprotein metabolism, lipid mobilization, and transport, which were driven by CREBH (32). 

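Genes of glucose handling went both ways in hepatocytes transduced with Ad-nuclear CREBH. Of 26 measured genes of gluconeogenesis, glucose transport and glycolysis, 10 rose and 8 fell, also when adjusted over the list alone (adjusted p = 0.893 from camera). Besides Slc2a3 and Gk5, the rises included Hk2, which encodes hexokinase 2, with a log2 fold change of 2.79 (SE 0.21, adjusted p = 4.4e-05), and the liver glucose transporter Slc2a2, which rose 2.3-fold (adjusted p = 0.00299). Fbp1, which encodes fructose-bisphosphatase 1 of gluconeogenesis, fell with a log2 fold change of -3.77 (SE 0.25, adjusted p = 2.5e-05), Pcx, the pyruvate carboxylase gene, with -1.61 (adjusted p = 3.7e-04) and Pklr, the liver pyruvate kinase gene, with -3.60 (adjusted p = 1.5e-04). Pfkl, a phosphofructokinase gene, was at 8.30 in Ad-GFP and 8.17 in Ad-nuclear CREBH dishes (adjusted p = 0.476). Of 17 mitochondrial carriers, 7 rose and 4 fell, also when adjusted over the list alone (adjusted p = 0.731 from camera). The glutamate carrier Slc25a22 and the ornithine carrier Slc25a15 rose by 1.83 and 1.59, whereas the adenine nucleotide carrier Slc25a4 fell, with a log2 fold change of -2.72 (adjusted p = 0.00412). Of 17 genes of the tricarboxylic acid cycle, 4 rose and 6 fell (5 and 6 adjusted over the list alone, adjusted p = 0.942 from camera), but 6 rose and 3 fell with each array centred on its median and 3 rose and 7 fell after quantile normalization. Among them were Sucla2, a subunit of succinate-CoA ligase, at 1.87 (adjusted p = 3.4e-05) and Cs, the citrate synthase gene, at -0.50 (adjusted p = 0.0107). Among 41 genes of oxidative phosphorylation 6 rose and 3 fell (2 and 2 adjusted over the list alone, adjusted p = 0.855 from camera), but 2 rose and 13 fell after quantile normalization, 3 rose and 8 fell under cyclic loess and 9 rose and 1 fell with each array centred on its median.

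Of 23 genes of lipogenesis, fatty acid elongation and desaturation, 12 fell and 5 rose, also when adjusted over the list alone (adjusted p = 0.052 from camera). This adjusted p was 0.00672 with each array centred on its median and 0.0337 with the replicate number as a block. It was 0.964 with an estimated correlation. With 1 array left out it passed without Ad-GFP replicate 1 (0.00991) and Ad-nuclear CREBH replicates 2 (0.0323) and 3 (0.0365), but not without Ad-GFP replicates 2 (0.071) and 3 (0.123) or Ad-nuclear CREBH replicate 1 (0.149). Acss2, Lpin1 and Scd2 fell, with log2 fold changes of -2.99 (adjusted p = 2.5e-04), -2.64 (adjusted p = 3.6e-05) and -3.36 (adjusted p = 0.0106), the last of them -3.97 without Ad-GFP replicate 1 and -2.45 without Ad-nuclear CREBH replicate 1. Those that rose were led by Acacb, an acetyl-CoA carboxylase, at 2.96 (adjusted p = 5.1e-05), followed by the lipogenic transcription factor gene Srebf1 at 1.41 (adjusted p = 0.00273) and the fatty acid synthase gene Fasn at 1.39 (adjusted p = 4.2e-04), while Scd1 was at 12.40 and 12.51 (adjusted p = 0.734). Of 22 genes of fatty acid oxidation and ketogenesis, 10 fell and 4 rose, also when adjusted over the list alone (adjusted p = 0.0171 from camera, and adjusted p = 0.821 with an estimated correlation). With 1 array left out its adjusted p from camera was between 0.0029 and 0.0582, the last without Ad-nuclear CREBH replicate 1. The thiolase gene Acaa2 and the ketone body enzyme gene Bdh1 fell, with log2 fold changes of -1.94 (adjusted p = 2.0e-05) and -2.26 (adjusted p = 0.00269). Ppara, the nuclear receptor that drives fatty acid oxidation, rose 8.66-fold, with a log2 fold change of 3.11 (SE 0.20, adjusted p = 2.4e-05), and Cpt1a, the carnitine palmitoyltransferase of the outer mitochondrial membrane, was at 8.91 and 8.88 (adjusted p = 0.935). All adjusted p-values of single genes are from limma.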

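Genes of lipoprotein metabolism, which forms, loads and clears the particles that carry lipids in plasma, went both ways. The paper's text does not list the members of its gene sets of lipoprotein metabolism, lipid mobilization and transport. The list counted here, and that of lipid droplets, lipid mobilization and fatty acid transport, are not those sets. Their counts therefore do not test the paper's statement. Of 27 measured apolipoproteins and genes of lipoprotein metabolism, 9 rose and 8 fell (10 and 10 adjusted over the list alone; adjusted p = 0.855 from camera), but 8 rose and 10 fell after quantile normalization and 7 rose and 9 fell under cyclic loess. Tm6sf2, which takes part in lipid loading of very low density lipoproteins, rose 4.27-fold, with a log2 fold change of 2.09 (SE 0.21, adjusted p = 1.5e-04), and Apoc2, the activator of lipoprotein lipase, rose 3.61-fold, with 1.85 (SE 0.20, adjusted p = 1.9e-04). Mttp, the microsomal triglyceride transfer protein gene, rose by 1.07 (adjusted p = 9.6e-04) and the cholesterol exporter Abca1 by 1.04 (adjusted p = 0.00101) on the log2 scale. Apom, Abcg5 and Lcat fell, with log2 fold changes of -1.66 (adjusted p = 0.0102), -1.30 (adjusted p = 0.00153) and -1.10 (adjusted p = 0.00858). Apob was at 11.68 in Ad-GFP and 11.71 in Ad-nuclear CREBH dishes (adjusted p = 0.874).

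Of 29 genes of lipid droplets, lipid mobilization and fatty acid transport, 10 rose and 8 fell, also when adjusted over the list alone (adjusted p = 0.855 from camera). The lipid droplet proteins moved apart. Cidec, a protein that fuses lipid droplets, rose 13.0-fold, with a log2 fold change of 3.70 (SE 0.67, adjusted p = 0.00292) that was 2.77 without Ad-GFP replicate 2, and its relative Cidea rose by 3.94 (adjusted p = 5.2e-04), whereas Plin2, a coat protein of lipid droplets, fell from 11.38 to 8.64, with -2.74 (SE 0.13, adjusted p = 1.8e-05). Fabp2, an intestinal-type fatty acid binding protein, rose by 3.17 (adjusted p = 2.2e-05). The fatty acid transporter Cd36 fell from 7.72 to 3.62, with -4.10 (adjusted p = 4.6e-04) and -4.79 without Ad-GFP replicate 1, and Dgat2, which forms triglycerides, with -2.22 (adjusted p = 1.0e-04). Pnpla2, the adipose triglyceride lipase gene, was at 8.80 and 8.78 (adjusted p = 0.95). Of 20 genes of cholesterol synthesis and other SREBP-2 targets, 11 fell and 2 rose (12 and 2 adjusted over the list alone; adjusted p = 3.1e-04 from camera, and adjusted p = 0.821 with an estimated correlation). Cyp51, Hmgcs1 and Fdps, enzymes of the pathway, fell, with log2 fold changes of -2.62, -2.60 and -2.53, each with an adjusted p of 6.5e-05 or lower from limma, whereas Stard4, a cholesterol carrier, rose by 1.57 (adjusted p = 4.9e-05).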

Genes common to these data and our data that may mediate Fgf21-independent metabolic regulation include major facilitator superfamily domain containing 2A, succinate-CoA ligase GDP/ADP-forming subunit α, and adenylate kinase 2.

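Mfsd2a, which encodes a transporter of lysophospholipids, rose 3.34-fold in hepatocytes transduced with Ad-nuclear CREBH, from a log2 value of 7.61 ± 0.76 (SD, n = 3 dishes) to 9.35 ± 0.46 (SD, n = 3). Its log2 fold change was 1.74 (SE 0.38, adjusted p = 0.00756 from limma), and its unadjusted p was 0.00182. The values on the Ad-GFP arrays were 8.49, 7.16 and 7.18, and those on the Ad-nuclear CREBH arrays 8.82, 9.60 and 9.62. Without Ad-GFP replicate 1 its log2 fold change was 2.18 (adjusted p = 3.2e-04 from limma). Suclg1, the α subunit of succinate-CoA ligase, rose 2.51-fold, from 8.71 ± 0.24 (SD, n = 3) to 10.04 ± 0.17 (SD, n = 3), with a log2 fold change of 1.33 (SE 0.15, adjusted p = 3.0e-04 from limma). Both rose less than Fgf21, and their log2 fold change minus that of Fgf21 was -1.54 for Mfsd2a and -1.95 for Suclg1 (adjusted p = 0.0132 and 7.4e-05 with the variances of both genes). Suclg2, the gene of a β subunit of the same enzyme, rose by 0.65 (adjusted p = 7.6e-04). The 7 measured genes that the study names from its arrays all rose (adjusted p = 5.7e-05 from camera, and adjusted p = 0.635 with an estimated correlation), but the study chose them on these samples, so their shared direction is not independent evidence.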

Fgf21 administration to rodents increases browning of WAT and BAT, leading to increased energy expenditure and reduced body weight (33). However, the quantitative contribution of thermogenesis to Fgf21-dependent effects on improving body weight, as well as circulating glucose and lipids, is incompletely understood, with evidence that these effects may be driven by thermogenic-dependent and thermogenic-independent mechanisms in beige adipose tissue and BAT (34, 35, 36). Our observations strongly suggest that activating CREBH in the setting of established obesity, IR, and hepatic steatosis promotes weight loss and metabolic improvements by mechanisms that are at least, in part, attributable to increases in thermogenesis.

NAFLD is a common and important comorbidity of obesity with very limited treatment options (37). Fgf21 analogs are currently under development and show promise as potential agents (38). In this study, a hepatocyte-specific transgenic mouse model with inducible doxycycline-dependent CREBH overexpression enabled the demonstration of therapeutic benefits of activating CREBH in experimental NAFLD. Mechanistically, these effects were linked closely to CREBH-mediated transcriptional activation of the hormone Fgf21 but leave open the possibility of additional Fgf21-independent mechanisms. Considering this and the inherent technical challenges of administering protein-based therapies, alternative pharmacologic strategies toward activating CREBH could prove valuable in the management of obesity-associated metabolic disorders.

## Experimental procedures

### Animals and diets

*Tg-rtTA* mice were generated on a mixed C57BL/6;C3H background at the Rodent Genetic Engineering Core of New York University Langone Health (Fig. S1*A*). Transgenic mice expressing rtTA protein containing an upstream loxP-flanked polyadenylation signal for tissue-specific TRE transgene induction using Cre-Lox technology have been previously described (B6.Cg-Gt(ROSA)26Sortm1(CAG-rtTA3)Slowe/LdowJ) (22). These mice were crossed with transgenic mice expressing Cre recombinase driven by the albumin promoter (B6.Cg-Tg(Alb-cre)21Mgn/J; Jackson Laboratory) to generate hepatocyte-specific rtTA mice (*Control*). An Frt-mediated gene targeting system was modified within the Col1A1 locus in mouse embryonic stem cells to generate transgenic TRE-CREBH (*Tg*) mice (39). *Tg* mice were then crossed to *Control* mice to generate *Tg-rtTA* mice. To generate *Tg-rtTA* and Fgf21 knockout (*Tg-rtTA;Fgf21*^−/−^) mice, *Tg-rtTA* mice were crossed to *Fgf21*^*loxp*^ (B6.129S6(SJL)-Fgf21tm1.2Djm/J; Jackson Laboratory) mice. Doxycycline (Alfa Aesar) treatment in the drinking water enabled robust hepatocyte-specific CREBH overexpression in *Tg-rtTA* and *Tg-rtTA;Fgf21*^−/−^ mice. Duplex PCR was performed to distinguish between wildtype and flox alleles using the following primers for transgenic CREBH (forward: TTGACCTCCTGTTTGATCGGCA; reverse: TCCTCAGAGATGCCACTGTCAC) or rtTA (forward: GTTCGGCTTCTGGCGTGTGA; reverse: CGCTTGTTCTTCACGTGCGA; loxP-flanked polyadenylation signal: AAAAACCTCCCACACCTCCC). The presence or the absence of Cre recombinase and Fgf21 was determined by PCR analysis using primers specified by the Jackson Laboratory. For experiments, *Control* mice harbored one copy of the transgenes rtTA and Cre recombinase. *Tg-rtTA* mice harbored one copy of the transgenes CREBH, rtTA, and Cre. Mice were housed in a barrier facility on a 12-h light/dark cycle. Six-week-old male mice were fed a chow diet (Picolab Rodent Diet 20; Lab Diet) or a HFD (60% calories from fat; Research Diets). Unless otherwise specified, mice were studied in the fed state. Tissues were harvested and immediately snap frozen in liquid nitrogen and stored at −80 °C. Animal use and euthanasia protocols were performed using approved guidelines by Weill Cornell Medical College.

### Analytical techniques

Lipids were extracted from liver tissue using chloroform:methanol mixture (2:1 v/v) (40). Enzymatic assay kits were used to measure hepatic and plasma concentrations of triglyceride (Wako Diagnostics). Plasma AST and ALT activities were measured by an enzymatic assay kit (Thermo Fisher Scientific). Plasma insulin and Fgf21 concentrations were determined using commercially available mouse ELISA kits from Crystal Chem and R&D Systems, respectively, according to the manufacturer's specification. Protein concentrations were determined using a bicinchoninic acid assay (Thermo Fisher Scientific).

### Histopathology

Liver, iWAT, and BAT samples were fixed in 10% formalin. Liver samples were sectioned and stained with H&E by the Laboratory of Comparative Pathology at the Center of Comparative Medicine & Pathology (Memorial Sloan Kettering Cancer Center). Images were captured using an Eclipse Ti microscope (Nikon).

### RNA extraction and analysis of gene expression

Total RNA was extracted from mouse liver, iWAT, and BAT using QIAzol lysis reagent (Qiagen) and used to synthesize complementary DNA (cDNA) with a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Gene expression was analyzed with quantitative real-time PCR assays using Power SYBR Green Mix (Applied Biosystems). Real-time PCR assays were performed in duplicate with a total reaction volume of 25 μl containing 500 nM concentrations of each primer and cDNA (25 ng). mRNA expression levels were normalized to the housekeeping gene Actβ. Table S1 provides nucleotide sequences of primers.

### Immunoblot analysis

Tissue extracts were prepared using radioimmunoprecipitation assay buffer (10 mM Tris–HCl [pH 7.4], 150 mM NaCl, 1% Nonidet P-40, 1 mM phenylmethylsulfonyl fluoride, 1 mM EDTA, 1 mM NaF, 0.25% sodium deoxycholate, 10% glycerol, and supplemented with protease and phosphatase inhibitors; Thermo Fisher Scientific). Proteins were separated on 10 to 12% polyacrylamide gels and transferred to nitrocellulose membranes (Protran; Schleicher and Schuell BioScience, Inc). Membranes were blocked in Tris-buffered saline (0.05 M Tris–HCl, pH 7.4, 0.2 M NaCl, and 0.1% Tween-20) containing Tween-20 (0.1%) and nonfat dried skim milk (5% w/v). Membranes were then immunodecorated with rabbit primary antibodies against mouse CREBH, ApoA-IV, apoplipoprotein E, and histone deacetylase diluted at 1:1000 in blocking solution. Signals were developed with 1:7000 dilution of goat anti-rabbit or goat antimouse secondary antibody and visualized with the ProteinSimple system (ProteinSimple).

### Purification of nuclei from mouse liver

Nuclear extracts were prepared from liver as previously described (8). In brief, 300 mg samples of liver tissue were homogenized in 3 ml of buffer containing 10 mM Hepes, pH 7.9, 10 mM KCl, 0.1 mM EGTA, 0.3 M sucrose, 0.5 mM dithiothreitol, 0.74 mM spermidine, and supplemented with protease inhibitors. Homogenates were mixed with 6 ml of cushion buffer (10 mM Hepes, pH 7.9, 0.1 mM EGTA, 2.2 M sucrose, 0.5 mM dithiothreitol, 0.74 mM spermidine, 1 μg/ml aprotinin, and 2 μg/ml leupeptin) and then overlayed with 2 ml of cushion buffer. Following centrifugation at 25,000 rpm for 60 min at 4 °C, the pellet containing nuclei was resuspended by sonication in radioimmunoprecipitation assay buffer for immunoblot analysis.

### Glucose and insulin tolerance tests

Tolerance tests to insulin and glucose were performed as described (41). In brief, 14- to 15-week-old mice treated with doxycycline for 4 to 5 weeks were fasted with free access to water for 6 h (insulin tolerance) or 16 h (glucose tolerance). Blood (<5 μl) was collected from the tail tip prior to and at regular intervals up to 120 min following intraperitoneal injection with 0.25 U insulin/kg body weight (insulin tolerance) or 2 g glucose/kg body weight (glucose tolerance). Blood glucose concentrations were measured using a GE100 Blood Glucose Monitoring System (GE Healthcare).

### Metabolic monitoring

Fourteen-week-old mice treated with doxycycline for 2 weeks were single housed in temperature-controlled cabinets (22 °C) with a 12 h light/dark cycle and monitored using the Promethion Metabolic Screening System (Sable Systems International) at the Metabolic Phenotyping Core (Weill Cornell Medical College). Cage floors were used in place of bedding, and ad libitum access to diet and water was provided. Mice were studied for 72 h at room temperature, where the first 48 h was utilized as an acclimation period, followed by 24 h of data recording (42). Values of VO_2_ and VCO_2_ were determined at 5-min intervals. Values of RER were calculated as VCO_2_/VO_2_. Rates of energy expenditure were calculated from values of VO_2_ and VCO_2_ (42), and physical activities were measured by distances traveled as recorded by sensors that were built into the cages. Values of energy expenditure were calculated and adjusted by analysis of covariance (43) using VassarStats (www.vassarstats.net) to control for differences in lean body mass, which were determined by magnetic resonance spectroscopy (3in1 Body Composition Analyzer; EchoMRI). Food consumption was measured gravimetrically over a 24 h period.

### Plasmids and adenoviruses

Adenovirus encoding mouse nuclear CREBH was generated using the pAdTRACK-CMV shuttle vector system as previously described (44). In brief, mouse nuclear CREBH cDNA was generated by PCR amplification using the cDNA clone (IMAGE: 4211480, BC010786) as a template using the following primers (forward: GATATCCTGGAAAGATGGCGTCCC; reverse: AGATCTCAGGTGCCTGCATGGGCTG). The resulting cDNA was subcloned into the adenoviral shuttle vector pAd-CMV, linearized using the restriction enzyme PmeI, and transformed into AdEasier bacteria containing the adenoviral backbone plasmid pAdEasy-1. As a result, the mouse nuclear CREBH cDNA was recombined into the pAdEasy-1, giving pAdEasy-nuclear CREBH. Adenovirus particles were generated by transfecting human embryonic kidney 293 cells with Pac-I-linearized pAdEasy-nuclear CREBH plasmid using Lipofectamine 2000 (Thermo Fisher Scientific). The virus was then amplified *via* three rounds of human embryonic kidney 293 infection.

### Transcriptomics in primary cultured hepatocytes

Primary hepatocytes cultured from 8- to 10-week-old male wildtype mice were anesthetized with ketamine and xylazine, and prepared as described (44). Livers of wildtype mice were perfused with liver perfusion medium (Life Technologies) for 5 min followed by liver digestion medium (Life Technologies) for 10 min at 5 ml/min. Primary hepatocytes were then cultured with M199 medium supplemented with 1% penicillin/streptomycin and 10% fetal bovine serum in 60 mm dishes at 1 − 10^6^ cells/dish. Cells were transduced with adenoviruses encoding GFP (Ad-GFP) or nuclear CREBH (Ad-nuclear CREBH) at a multiplicity of infection of 100 viral particles/cell. Three 60-mm dish replicates per transduction (Ad-GFP or Ad-nuclear CREBH) were collected 24 h after adenovirus transduction for microarray analysis.

Microarray analysis was performed as described with modifications (32). In brief, total RNA was extracted from primary hepatocytes using QIAzol lysis reagent (Qiagen) followed by total RNA purification using RNeasy Mini columns and on-column RNase-free DNase treatment (Qiagen). Quality of total RNA was determined using the RNA Nano Lab Chip Kit and Bioanalyzer (Agilent). Purified total RNA (100 ng) was labeled using an Ambion WT expression kit (Thermo Fisher Scientific) and hybridized to an Affymetrix Mouse Gene 1.1 ST array plate (Affymetrix). Hybridization, washing, and scanning were carried out on an Affymetrix GeneTitan platform as described by the manufacturer's instructions. Genes were filtered according to expression values >300 and then selected based on a fold change >0.5 (Ad-GFP) or >2 (Ad-CREBH).

### Statistical analysis

Data were analyzed by a mixed model using the fit model procedure of JMP Pro 11.0 statistical software (SAS Institute). For experiments measuring body weight and blood glucose, data were analyzed by a mixed model accounting for genotype (Genotype; *Control*, *Tg-rtTA, Fgf21*^−/−^, or *Tg-rtTA;Fgf21*^−/−^) and time relative to the start of doxycycline treatment. For insulin and glucose tolerance tests, data were analyzed by a mixed model accounting for genotype (genotype; *Control*, *Tg-rtTA*, *Fgf21*^−/−^, or *Tg-rtTA;Fgf21*^−/−^) and time. For glucose tolerance tests involving *Control*, *Tg-rtTA*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^ mice, the area under the curve was compared by pairwise comparison with Tukey's adjustment. For experiments measuring plasma insulin and FGF21 concentrations, data were analyzed by a mixed model accounting for genotype (genotype; *Control*, *Tg-rtTA*, *Fgf21*^−/−^, and *Tg-rtTA;Fgf21*^−/−^) and time relative to the start of doxycycline treatment. Correlations between plasma Fgf21 and other variables were performed using the fit model procedure of JMP Pro 11.0. All other variables were analyzed by a model accounting for genotype (genotype; *Control versus Tg-rtTA*). For the microarray analysis, data were analyzed using an intensity-based moderated T-statistic, with significance defined at *p* < 0.001 (45).

## Data availability

The microarray dataset has been deposited into the Gene Expression Omnibus database. All other data presented in this article are available upon request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Inducible hepatic expression of CREBH mitigates diet-induced obesity, insulin resistance, and hepatic steatosis in mice
**Source:** J Biol Chem. 2021 May 21;297(1):100815. doi: 10.1016/j.jbc.2021.100815
**Supplement:** Figures S1–S5 and Table S1

## Supporting Information

### **Inducible hepatic expression of CREBH mitigates diet-induced obesity, insulin resistance and hepatic steatosis in mice**

Christopher S. Krumm<sup>1</sup>, Xu Xu<sup>1</sup>, Curtis J. Bare<sup>1</sup>, Corey D. Holman<sup>1</sup>, Sander Kersten<sup>2</sup>, Lukas E.  
Dow<sup>3</sup>, Ann-Hwee Lee<sup>4,5</sup> and David E. Cohen<sup>1,#</sup>

NY 10065

Gastroenterology & Hepatology, Weill Cornell Medical College, Belfer Research Building, 413  

**Figure S1**

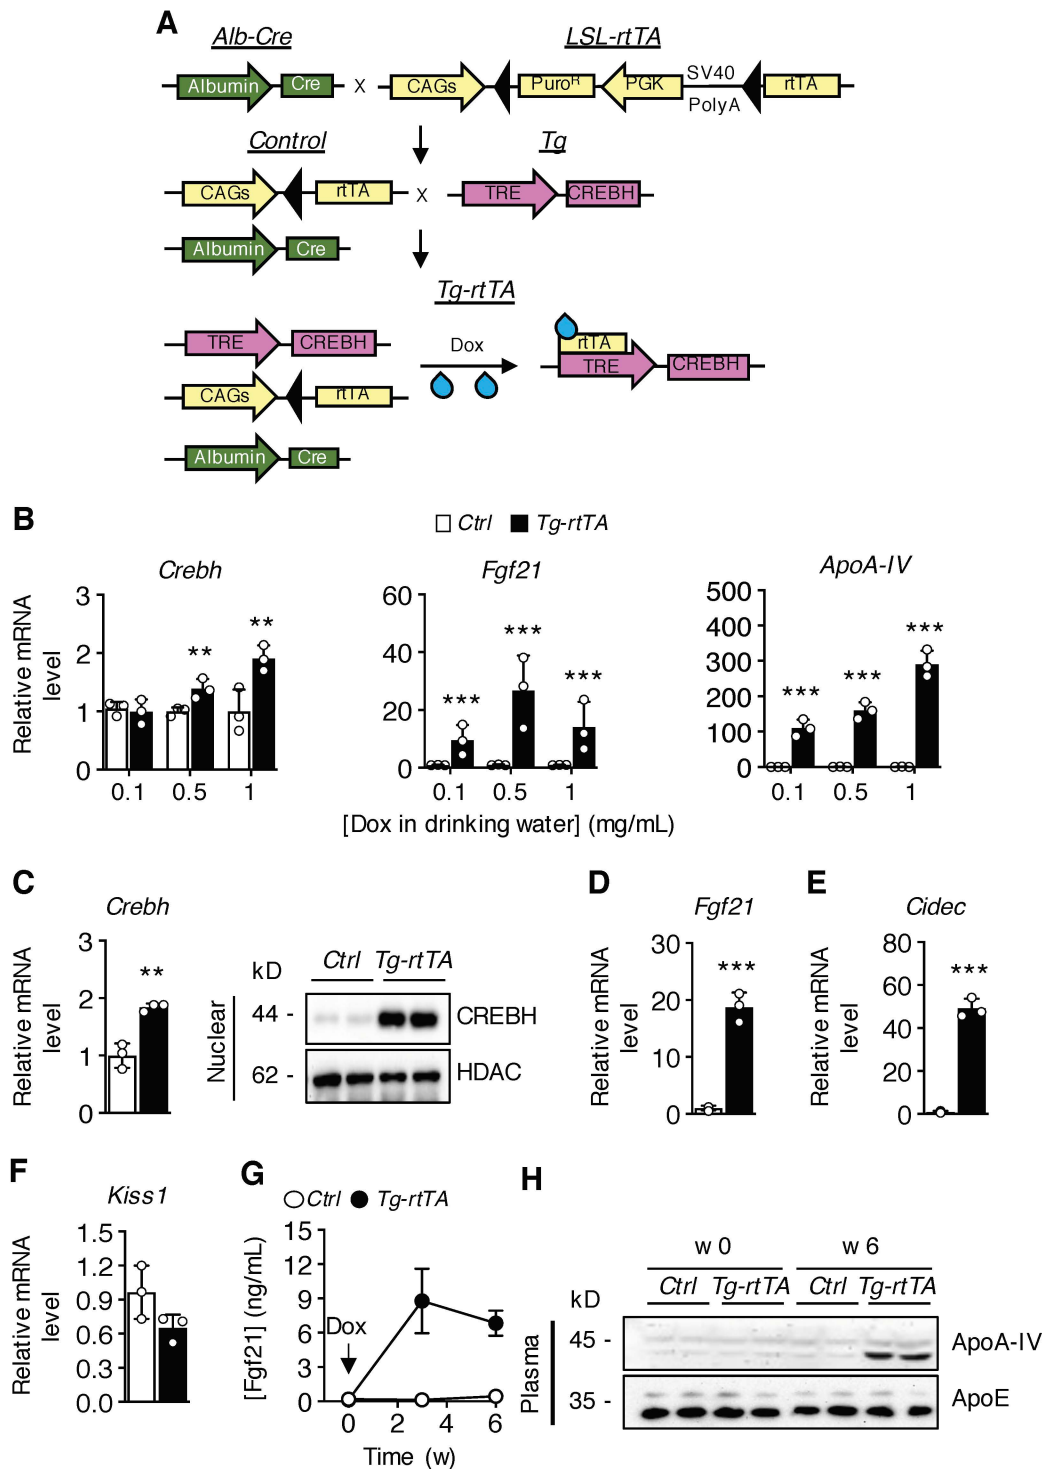

**Supplementary Figure 1: Generation of inducible transgenic hepatocyte-specific nuclear CREBH overexpression (*Tg-rtTA*) mice.** *A*, *Alb-Cre* mice were crossed to *rtTA* mice to generate hepatocyte-specific LSL-rtTA (*Control*) mice. These mice were then crossed with *Tg* containing the nuclear CREBH coding sequence downstream of an inducible tetracycline regulated-element (TRE) to generate *Tg-rtTA* mice. Nuclear CREBH expression was induced in *Tg-rtTA* mice upon treatment with doxycycline (Dox). *B* – *H*, Six-week old *Control* and *Tg-rtTA* mice were fed a chow diet for 12 weeks and received Dox (1 mg/mL) in their drinking water during the last 6 weeks of dietary feeding. *B*, Relative mRNA expression levels of *Crebh* and associated target genes (*Fgf21* and *ApoA-IV*) in liver. *C*, Relative expression of hepatic *Crebh* mRNA and CREBH nuclear protein, with HDAC utilized to control for unequal loading. *D* – *F*, Relative mRNA expression levels of the CREBH target genes (*D*) *Fgf21*, (*E*) *Cidec* and (*F*) *Kiss1* in liver. (*F* – *G*) Plasma concentrations of (*G*) *Fgf21* and (*H*) *ApoA-IV*, with ApoE utilized to control for unequal loading. Arrow indicates the start of Dox treatment. *Control*, n = 3; *Tg-rtTA*, n = 3. Data are means ± SD. \*\*, p < 0.01, \*\*\*, p < 0.001; *Control* vs. *Tg-rtTA*. ApoA-IV, apolipoprotein A-IV; ApoE, apolipoprotein E; Alb-Cre, Cre recombinase driven by the albumin promoter; CAGs, cytomegalovirus enhancer, chicken beta-actin promoter and rabbit beta-globin splice acceptor site; Cidec, cell death-inducing DFFA-like effector C; Fgf21, fibroblast growth factor-21; HDAC, histone deacetylase; Kiss1, KiSS-1 metastasis suppressor; LSL, loxP-flanked polyadenylation signal cassette; rtTA, reverse tetracycline transactivator; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator; TRE, tetracycline-regulated element.

## Figure S2

**A**

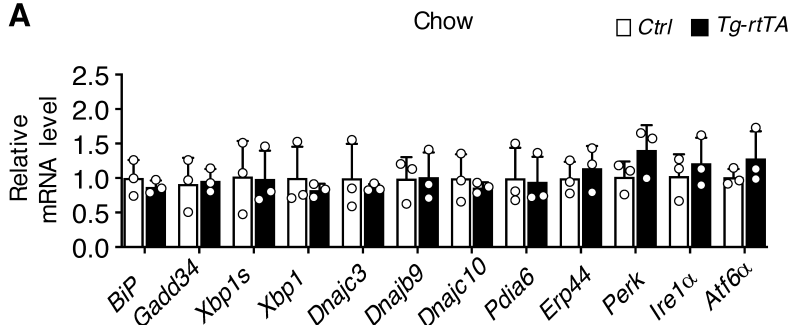

**B**

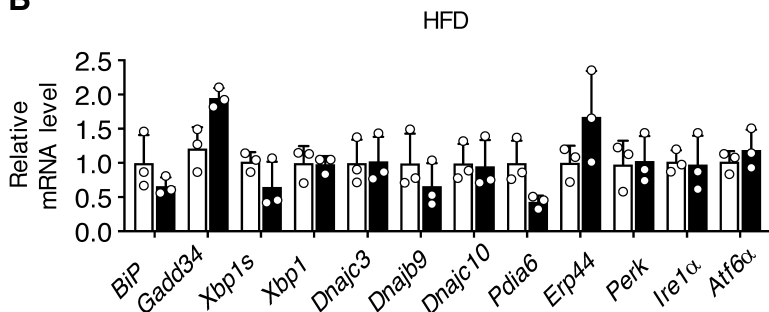

### Supplementary Figure 2: Endoplasmic reticulum stress is not induced in *Tg-rtTA* mice.

Six-week old mice were fed a chow diet or HFD for 12 weeks and received doxycycline (Dox; 1 mg/mL) in their drinking water during the last 6 weeks of dietary feeding. *A – B*, Relative mRNA expression levels of genes that govern endoplasmic reticulum stress (*BiP*, *Gadd34*, *Xbp1s*, *Xbp1*, *Dnaic3*, *Dnajb9*, *Dnaic10*, *Pdia6*, *Erp44*, *Perk*, *Ire1α*, and *Atf6α*) in liver extracts of mice fed a (*A*) chow diet or (*B*) HFD were analyzed by quantitative real-time PCR. Control, *n* = 3; *Tg-rtTA*, *n* = 3. Data are means ± SD. *Atf6α*, activating transcription factor 6α; *BiP*, binding immunoglobulin protein; *Dnaic3*, dnaJ heat shock protein family (Hsp40) member C3; *Dnajb9*, dnaJ heat shock protein family (Hsp40) member B9; *Dnaic10*, dnaJ heat shock protein family (Hsp40) member C10; *Erp44*, endoplasmic reticulum protein 44; *Gadd34*, growth arrest and DNA damage-inducible protein; HFD, high-fat diet; *Perk*, PRKR-like endoplasmic reticulum kinase; *Pdia6*, protein disulfide isomerase associated 6; *Tg-rtTA*, inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator; *Xbp1*, x-box binding protein 1; *Xbp1s*, x-box binding protein 1 spliced.

# Figure S3

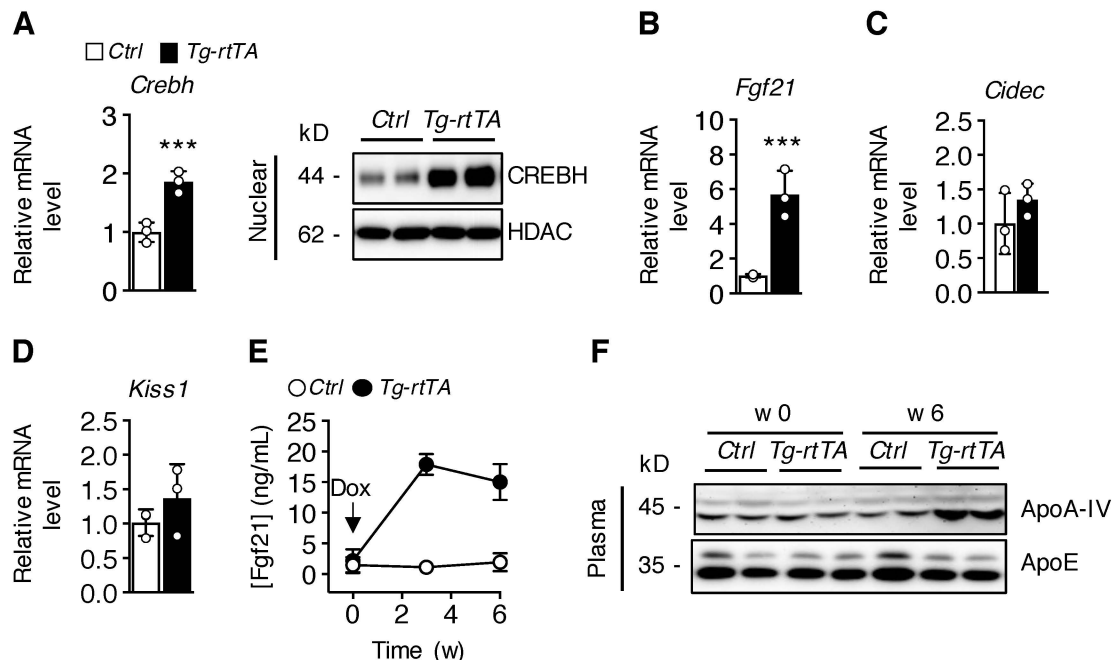

**Supplementary Figure 3: Hepatic overexpression of CREBH in HFD-fed mice.** Six-week old mice were fed HFD for 12 weeks and received doxycycline (Dox; 1 mg/mL) in their drinking water during the last 6 weeks of HFD feeding. *A*, Relative expression of hepatic *Crebh* mRNA and CREBH nuclear protein, with HDAC utilized to control for unequal loading. *B–D*, Relative mRNA expression levels of the CREBH target genes (*B*) *Fgf21*, (*C*) *Cidec* and (*D*) *Kiss1* in liver. Plasma concentrations of (*E*) *Fgf21* and (*F*) ApoA-IV, with ApoE utilized as a control for unequal loading. Arrow indicates the start of Dox treatment. *Control*, *n* = 3; *Tg-rtTA*, *n* = 3. Data are means ± SD. \*\*\*, *P* < 0.001; *Control* vs. *Tg-rtTA*. ApoA-IV, apolipoprotein A-IV; ApoE, apolipoprotein E; *Cidec*, cell death-inducing DFFA-like effector C; *Fgf21*, fibroblast growth factor-21; HDAC, histone deacetylase; HFD, high-fat diet; *Kiss1*, KISS-1 metastasis suppressor; *Tg-rtTA*; inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator.

## Figure S4

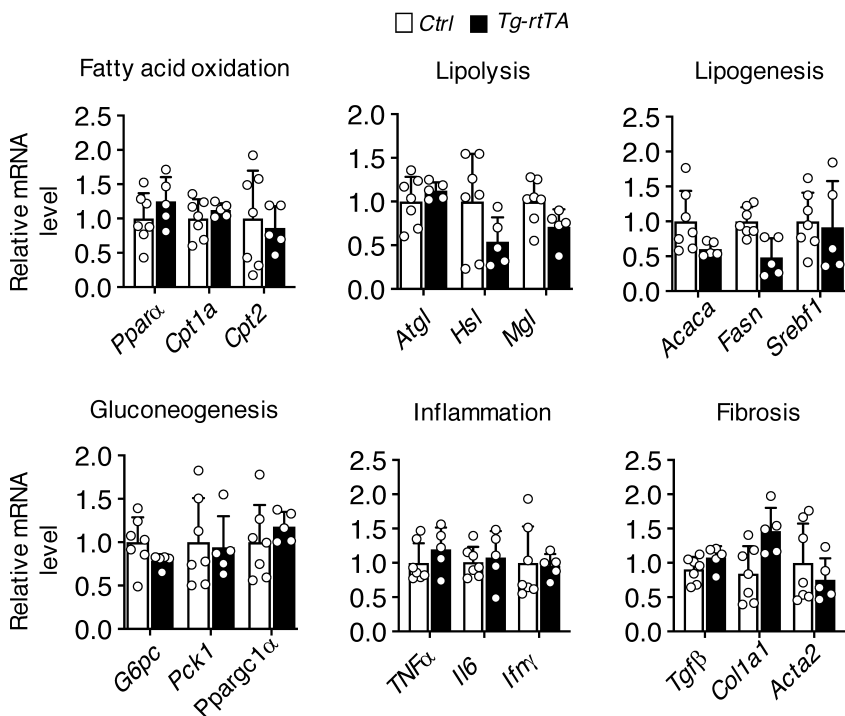

**Supplementary Figure 4: Absence of regulation by CREBH of genes that control fatty acid oxidation, lipolysis, lipogenesis, gluconeogenesis, inflammation or fibrosis in livers of HFD-fed mice.** Six-week old mice were fed HFD for 12 weeks and received doxycycline (Dox; 1 mg/mL) in their drinking water during the last 6 weeks of dietary feeding. Relative mRNA expression levels of genes that govern fatty acid oxidation (*Pparaα*, *Cpt1a*, and *Cpt2*), lipolysis (*Atgl*, *Hsl*, and *Mgl*), lipogenesis (*Acaca*, *Fasn*, and *Srebf1*), gluconeogenesis (*G6pc*, *Pck1*, and *Ppargc1α*), inflammation (*Tnfα*, *Il6* and *Ifnγ*), and fibrosis (*Tgfβ*, *Col1a1*, and *Acta2*) in liver. Control, n = 7; *Tg-rtTA*, n = 5, Data are mean ± SD. *Acaca*, acetyl-CoA carboxylase alpha; *Acta2*, actin alpha 2; *Atgl*, adipose triglyceride lipase; *Col1a1*, collagen type 1 alpha 1 chain; *Cpt1a*, carnitine palmitoyltransferase 1A; *Cpt2*, carnitine palmitoyltransferase 2; *Fasn*, fatty acid synthase; *G6pc*, Glucose-6-phosphatase catalytic subunit; HFD, high-fat diet; *Hsl*, hormone-sensitive lipase; *Ifnγ*, Interferon-γ; *Il6*, Interleukin 6; *Mgl*, monoglyceride lipase; *Pparaα*, peroxisome proliferator-activated receptor α; *Ppargc1α*, Peroxisome proliferator-activated receptor gamma coactivator 1-α; *Pck1*, phosphoenolpyruvate carboxykinase 1; *Srebf1*, sterol regulatory element binding transcription factor 1; *Tgfβ*, Transforming growth factor-β; *Tnfα*, Tumor necrosis factor α; *Tg-rtTA*; inducible transgenic hepatocyte-specific tetracycline-regulated element (TRE)-CRE-reverse tetracycline transactivator.

**Figure S5**

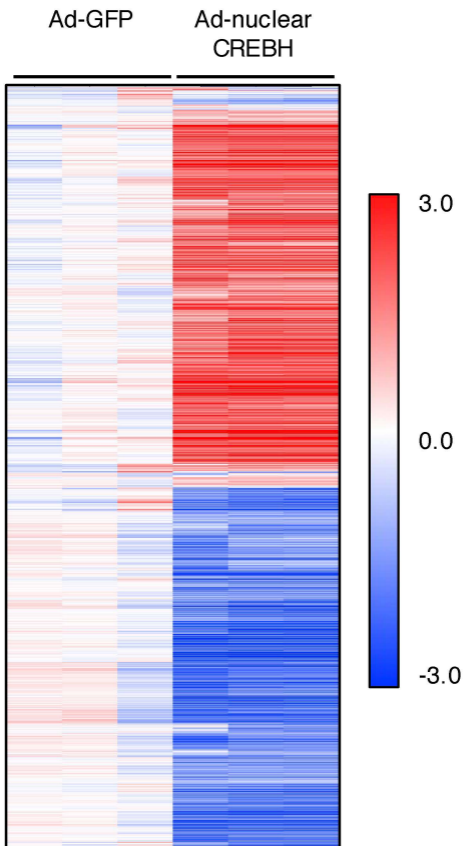

**Supplementary Figure 5: Comparative mRNA expression in primary hepatocytes upon adenovirus-mediated overexpression of nuclear CREBH.** Heat-map showing the fold-changes of genes in primary hepatocytes transduced with Ad-GFP or Ad-nuclear CREBH. Genes that were upregulated (red) or downregulated (blue) by Ad-nuclear CREBH are shown using the criteria of  $p < 0.001$  and fold change  $> 0.5$  (Ad-GFP) or  $> 2$  (Ad-nuclear CREBH). The fold-changes shown are signal log ratio. Each column represents an independent sample. Ad-GFP,  $n = 3$ ; Ad-nuclear CREBH,  $n = 3$ . Ad-GFP, adenovirus encoding green fluorescent protein; Ad-nuclear CREBH, adenovirus encoding nuclear CREBH.

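A signal log ratio is the log2 value of a gene on one array minus a reference. The reference of the heat map is not stated, and the values that follow use the mean of the 3 Ad-GFP arrays. Among the 924 genes upregulated by the criteria of the methods, the median signal log ratio was 1.56, 1.73 and 1.71 on the Ad-nuclear CREBH arrays of replicates 1, 2 and 3, and between -0.11 and 0.11 on the Ad-GFP arrays. Among the 584 downregulated genes it was -1.71, -1.69 and -1.70 on the Ad-nuclear CREBH arrays. A rise of more than 1 was seen for 809, 902 and 900 of the upregulated genes on these 3 arrays. Upregulated and downregulated genes had median changes of similar size, 1.66 and 1.69 on the log2 scale, and 132 rose and 102 fell more than 8-fold. Xbp1, a transcription factor of the secretory pathway, lay between 10.86 and 11.19 in Ad-GFP dishes and between 12.30 and 12.39 in Ad-nuclear CREBH dishes, with a log2 fold change of 1.31 (SE 0.095, adjusted p = 3.7e-05) from limma. In a principal component analysis the first component held 84.8% of the variance and separated the groups.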

**Table S1. Mouse primers used in real-time PCR analysis**

| Gene     | NCBI access number | Forward Primer (5' – 3') | Reverse primer (5' - 3') |
|----------|--------------------|--------------------------|--------------------------|
| CREBH    | NM_001382818.1     | GGCCATTGACCTGGACATGT     | TTCACAGTGAGGTTGAAGCGG    |
| Fgf21    | NM_020013.4        | GGAGCTCTCTATGGATCGCC T   | TGTAACCGTCCTCCAGC AGC    |
| Apoa4    | NM_007468.2        | CCAGCTAAGCAACAA TGCC A   | TGGAAGAGGGTAC TG AGC TGC |
| Apoc2    | NM_001277944.1     | GCATGGATGAGAACTC AGGG    | AAAATGCCTGCGT AAGTGCTC   |
| Kiss1    | NM_178260.3        | TGGCAAAAGTGAA GCCTGGA    | TCTCTGCATACCGCGATTCC     |
| Ucp1     | NM_009463.3        | AGGCTTCCAGTACCA TTAGGT   | CTGAGTGAGGCCAAAGCTGATTT  |
| Elov13   | NM_007703.2        | TTCTCACGCGGGTTAAAAATGG   | GAGCAACAGATAGAC GACC AC  |
| Pparα    | NM_011144.6        | CGGAGCTGCAAGATTC AGAAG   | CAAAGCGAATTGC ATTGTGTG   |
| Cpt1a    | NM_013495.2        | CTCCGCCTGAGCCATGAAG      | CACCAGTGATGATGCCATTCT T  |
| Cpt2     | NM_009949.2        | CAGCACAGCATCGTACCC A     | TCCCAATGCCGTTCTCAAAAT    |
| Atgl     | NM_001163689.1     | AACACCAGCATCCAGTTCAA     | GGTTCAGTAGGCC ATTCCTC    |
| Hsl      | NM_010719.5        | TGTGGCTTGCGCTC TGG       | CCGCGCGAACATGACC         |
| Mgl      | NM_001166251.1     | GGCGAACTCCACAGAATGTT     | ACTTGGAAGTCCGACACC AC    |
| Acaca    | NM_001166251.1     | GAGAGGGCTCAAGTCC TTCC    | ACATCCACTTCCACACACGA     |
| Fasn     | NM_007988.3        | GGAGGTGGTGATAGCCGGTAT    | TGGGTAATCCATAGAGCCC AG   |
| Srebf1   | NM_001358314.1     | CAGCTCAGAGCCGTGGTGA      | TTGATAGAAGACCGGTAGC GC   |
| G6pc     | NM_008061.4        | CGACTCGCTATCTCCAAGTGA    | GTTGAACCAGTCTCC GACC A   |
| Pck1     | NM_011044.3        | CTGCATAACGGTCTG GACTTC   | CAGCAACTGCCC GTACTCC     |
| Ppargc1α | NM_008904.2        | TATGGAGTGAC ATAGAGTGTGCT | CCACTTCAATCCACCCAGAAAG   |
| Tnfα     | NM_013693.3        | CCCTCACACTCAGATCATC TTCT | GCTACGACGTGGGCTAC AG     |
| Il-6     | NM_031168.2        | TAGTCCTTCCTACCCCAATTTCC  | TTGGTCCTTAGCCAC TCCTTC   |
| Ifnγ     | NM_008337.4        | TGCTGAGTCCGCAGC AGG      | CATCAGAGTCCATGGGGAGA     |
| Tgfβ     | NM_011577.2        | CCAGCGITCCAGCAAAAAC A    | CTGGAGCTGAACCAC GGTAG    |
| Colla1   | NM_007742.4        | TGTCAGCACCATCTCTGATGA    | CTGCAGAGAGCAGGGGAG       |
| Acta2    | NM_007392.3        | GCGTGGCTACAGCTTCACCC     | CTTGATGTCACGGACGATTTTC   |
| BiP      | NM_001163434.1     | TCATCGGACGCACTTGGAA      | CAACCACCTTGAATGGCAAGA    |
| Gadd34   | NM_008654.2        | GAGGGACGCCCAACAAC TTC    | TTACCAGAGACAGGGGTAGGT    |
| Xbp1     | NM_013842.3        | CCTGAGCCCGGAGGAGAA       | CTCGAGCAGTCTGCGC TG      |
| Xbp1s    | NM_001271730.1     | GACAGAGAGTCAAAC TAACGTGG | GTCCAGCAGGCAAGAAGGT      |
| Dnajc3   | NM_008929.3        | GGCGCTGAGTGTGGAGTAAAT    | GCGTGAAACTGTGATAAGGCG    |
| Dnajb9   | NM_013760.4        | TAAAAGCCCTGATGCTGAAGC    | TCCGACTATTGGCATCCGA      |
| Dnajc10  | NM_024181.2        | GCTGGCTGATCACATTC TGCT T | GCCGTCCAACATGCCACTA      |

**Table S1. Mouse primers used in real-time PCR analysis**

| Gene          | NCBI access number | Forward Primer (5' – 3') | Reverse primer (5' - 3') |
|---------------|--------------------|--------------------------|--------------------------|
| Pdia6         | NM_027959.4        | CTAGCAGTCAGCGGTCTGTAT    | CACAGGCCCGTCACTCTGAA     |
| Erp44         | NM_029572.3        | TGCATCCAATTTTGTAGGAAGC A | CTTATCCTGTACCTCTGGGCTAT  |
| Perk          | NM_010121.3        | TGTCGCCAATGGGATAGTGACGAA | AATCCGGCTCTCGTTTCCATGTCT |
| Ire1 $\alpha$ | NM_023913.2        | GCAACCATCCTTTTGGCAAAT    | AACAGTCAAGGTTGC AGGCG    |
| Atf6 $\alpha$ | XM_030253420.1     | CAAGATCAAGCCCCACCTGAT    | AGTTCGCCCCAACCAGTACTT    |
| Cidec         | NM_001301295.1     | ATGGACTACGCCATGAAGTCT    | CGGTGCTAACACGAC AGGG     |
| Act $\beta$   | NM_007393.5        | TACCACCATGTACCCAGGCA     | CTCAGGAGGAGCAATGATCTTGAT |

How the deposited data were processed for this re-analysis (not part of the article)

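Gene expression was measured in primary mouse hepatocytes 24 h after transduction with Ad-GFP or Ad-nuclear CREBH, on 3 arrays per group, each from 1 dish. All 6 arrays were used, and their groups came from the sample labels and the paper's methods. Samples of the mouse experiments were not analysed here.

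The authors deposited log2 expression values made with RMA, which corrects the background, normalizes between arrays and summarizes probes to transcripts. The submitters' processing notes name RMA without a version, and the array definition is not given in the sources used here. The values reach from about 1 to 14 with no centring of genes, as RMA's log2 output does, and they were used as deposited. No array had more than 11 of 18820 values identical with another array. Gene symbols came from the platform's annotation. Of the features 21218 carried 1 symbol, 1881 several and 12457 none, and only the first kind was used. For 1386 genes with several such features, the one with the highest mean over the 6 arrays was kept. RMA values carry no flag for background, so a dim gene has a log2 value close to that of unexpressed genes and its fold change is understated.

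From these values, linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend), Ad-nuclear CREBH minus Ad-GFP, with no covariate and 4 residual degrees of freedom plus a prior of 3.97. The study's criteria were applied as an unadjusted p under 0.001, a fold change of group means over 2 or under 0.5, and a linear group mean over 300 in at least 1 group. The methods do not say in which samples the value had to exceed 300. The study's intensity-based moderated statistic was written out as an alternative. The second threshold was a Benjamini-Hochberg adjusted p under 0.05 over all 18820 genes. The difference of a gene from Fgf21 was fitted to log2 values minus that of Fgf21 on the same array. Gene lists were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over 35 lists. The lists covered pathways of lipid, glucose, bile acid, amino acid and energy metabolism, the secretory pathway and ER folding, stress, inflammation, interferon, cell cycle and p53, genes the study names or measures, and markers of other liver cell types. Figures were drawn with matplotlib 3.10.9.

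The models were tested on simulated data with the levels and spread of these arrays and 50 genes changed by each of 4 known amounts. At an adjusted p under 0.05 the fit recovered 13 of 50 genes changed 1.5-fold, 41 of 50 changed 2-fold, 49 of 50 changed 4-fold and 50 of 50 changed 8-fold, with 15 unchanged genes called, and 0 of 99 lists of unchanged genes were called. The simulated genes vary independently, which genes of a pathway need not do. Far fewer genes were changed than the 7042 that passed in the data, so the recovery need not hold for this comparison. It was not split by expression level and does not describe dim genes.

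The lists, the tests of genes and lists, the alternatives and the rule for the genes named in the text were fixed before the data were examined. Added after values had been seen were the fit with both arrays numbered 1 left out, the test of the difference from Fgf21 with the variances of both genes, and the tests of explanations. For the secretory pathway the pattern had been seen, but the level and the bound of its test were set before its values by level were seen. The named genes are Creb3l3; every gene the paper names from its arrays or measured in Figs. S1, S2 and S4 and Table S1; the 12 largest rises and 12 largest falls among the genes that met the criteria, had an official symbol and had groups that did not overlap; in each list the up to 4 largest rises and 4 largest falls at an adjusted p under 0.05, and in marker lists the 2 brightest members; and up to 3 members per list that did not pass, those with the highest level. Alternatives covered the variance prior, array weights, the replicate number as a block, the normalization between arrays, the features per gene, the expression, p and fold criteria, the set test, and leaving out each array in turn. Kiss1 had no feature of its own and was not analysed here. No genome coordinates are given, since no genome was used.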

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

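The tests of explanations here were all chosen only after the patterns had been seen, and for the secretory pathway alone the level and the bound of the test were set before its values by level were seen. The paper's text does not report array results for the gene groups below. It measured genes of inflammation in mouse liver and reports no genotypic difference (Fig. S4). Their members shifted between Ad-nuclear CREBH and Ad-GFP dishes relative to all other genes by camera with the preset correlation of 0.01. None of the shifts passed with an estimated correlation (adjusted p = 0.481 to 0.821). For p53 targets the estimate, 0.013, was close to the preset value, and adjusted p still went from 0.00236 to 0.481. For the acute phase list, with 0.041, it went from 1.6e-05 to 0.481. The estimates of the other groups were 0.22 to 0.61. The loss of every shift therefore cannot be read as an effect of correlation between genes alone. The median log2 fold change was 1.07 for the secretory pathway, -1.45 for the interferon response, -1.05 for NF-kB-driven inflammation and -0.82 for the acute phase list. It was -0.95 for drug metabolism and -0.79 for cholesterol synthesis. For cell cycle genes it was -0.90, with 15 of 26 fallen and 4 risen (15 and 5 adjusted over the list alone; adjusted p = 0.0135 from camera, and adjusted p = 0.821 with an estimated correlation), led by the cyclin gene Ccna2 at -3.24 (-3.83 without Ad-GFP replicate 1). For p53 targets and apoptosis it was -0.48, with 8 of 17 fallen and 2 risen, also when adjusted over the list alone (adjusted p = 0.00236 from camera, and adjusted p = 0.481 with an estimated correlation), among them the death receptor gene Fas at -2.89. For hepatocyte identity and plasma proteins it was -0.43, with 14 of 27 fallen and 4 risen (15 and 4 adjusted over the list alone; adjusted p = 0.0171 from camera, and adjusted p = 0.821 with an estimated correlation), with Otc, a urea cycle enzyme, at -2.32 and the transcription factor gene Foxa1 at 1.65.

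Interferon and acute phase genes fell, and the median change of the members of both lists, -1.31, was -1.17 (SEM 0.21) or lower under median centring, quantile normalization and cyclic loess, which moved log2 fold changes of other genes by up to 0.30, and this argues against the scaling between arrays that these methods remove. The highest adjusted camera p of either list when 1 array was left out was 1.4e-04, which argues against a single array. The macrophage markers above the median level of all genes had a median change of -0.48 (SEM 0.27), above that of the lists by more than 2 SEM, which met the bound set for excluding fewer macrophages in the Ad-nuclear CREBH dishes. This explanation is left open all the same, by a minimum number of markers that was not part of that bound, since only 4 markers entered, of which Marco, Lyz2 and C1qb lay at 5.65 to 5.99, close to the median level, and Cd68, at 10.92, changed by -1.13. An effect of nuclear CREBH on these genes also stays open, since the virus is the only condition of the design.

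Secretory pathway genes rose more than genes of ER folding and quality control, with a mean log2 fold change of 1.08 over 45 genes against 0.08 over 29 genes, a difference of 1.00. Compression of bright signals would shrink the changes of the brighter ER folding genes. Among members with an Ad-GFP mean under 11 the difference was 1.08 (37 and 20 genes, p = 2.0e-05 from a two-sided permutation test over genes, which are not independent replicates), which argues against compression as the whole cause. No biological explanation of the difference was tested.

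Apoa4 had a smaller rise than Fgf21 on both features, but the brighter one lies at the top of the range of the arrays, where changes may be understated. On the dimmer feature the log2 fold change minus that of Fgf21 was -0.72 (SE 0.35, 95% interval -1.53 to 0.10 with the variances of both genes). This interval includes 0, so that a limit of the brighter feature stays open as the reason for the smaller rise. The bound first set for this test, a difference of more than 2 standard errors below 0, was narrowly exceeded and would have argued against that reason, and it was replaced by the interval after the value was known. The planned fit of the difference, whose p-values are too small, also put the dimmer feature below Fgf21 (adjusted p = 0.00361).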

How the results depend on the processing

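The fit with both arrays numbered 1 left out and the test of the difference from Fgf21 with the variances of both genes were chosen only after seeing the data. The 1508 genes that met the study's criteria became 3011 without an expression minimum, 954 when the mean of all 6 arrays had to exceed 300, 530 when both group means had to and 451 when all 6 arrays had to, and under the last 3 of these settings 28, 1 (Cidec) and 0 genes rose more than Fgf21, which itself lies under 300 in Ad-GFP dishes. At an adjusted p under 0.05 the count was 3329 where only genes with a group mean over 300 were tested and 2822 against a minimum change of 1.5-fold, by construction fewer. With an estimated correlation 0 of 35 lists passed in camera, against 11, while fry, which asks whether a list moves one way, called 13, 9 of them shared. Fry did not call cell cycle (adjusted p = 0.0951) or fatty acid oxidation and ketogenesis (0.0525). It alone called CREBH targets (0.00875), the Fig. S2 genes (0.0273) and markers of neutrophils and erythroid cells (0.0273) as up. Hepatokines and growth factors (0.0356) it alone called as down. The 11 and the 13 include the list of genes that the study named from these arrays, which is not independent evidence. Under cyclic loess the log2 fold changes of Apoe, Gapdh and Eef1a1, near 0 before, were -0.26, -0.26 and -0.19. With both arrays numbered 1 left out, those of Fmo5, Ttr and Oasl1 were -0.20, -0.17 and 0.64, and 1799 genes met the criteria, 9142 passed the adjusted p, 122 rose more than Fgf21 and 13 lists passed. The cause of these changes was not tested. With the variances of both genes the adjusted p of the difference from Fgf21 went from 0.0141 to 0.183 for Slc2a3 and from 0.00361 to 0.109 for the dimmer Apoa4 feature. Leaving out each array in turn gave 1290 to 1685, 5546 to 7807, 93 to 116 and 10 to 13. The study's intensity-based statistic gave 1510 genes. Of 316 named genes 213 passed, 181 of them in the same direction under each of 17 alternatives. Arrays give no flag for signal over background, which limits what can be said of dim genes.

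With the replicate number as a block (replicate block) the same 4 counts were 1526, 7420, 103 and 12, and the adjusted camera p of the lipogenesis list went from 0.052 to 0.0337. The labels link arrays with the same number by that number alone. Their deviations from the group means correlated at 0.18, 0.073 and 0.14, against -0.17 to 0.12 for arrays of different number and group. On the second principal component, with 8.1% of the variance, the arrays numbered 1 lay at 37.3 (Ad-GFP) and 15.0 (Ad-nuclear CREBH). The remaining arrays lay between -18.1 and -9.1. Whether the arrays numbered 1 were handled together was not tested.

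The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05, and 1 of them, the true one, gave values as large for each count. The true split gave 1508, 7042, 105 and 11 and the highest other 1, 0, 0 and 10. In limma the other splits had 207 to 555 genes at an unadjusted p under 0.05. The split that shifted 10 lists parted Ad-GFP replicate 1 and Ad-nuclear CREBH replicates 2 and 3 from the rest, and other splits shifted at least 1. Each of these splits keeps part of the difference between the viruses.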

Differences from the paper's values

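The count of genes that met the study's criteria, 1508, and the paper's count of 1754 differ by less than 1.5 times. The test with the variances of both genes was chosen only after values had been seen. Of the alternatives set before the data were examined, 1823 features met the criteria without collapsing them to genes, and 1650 genes did when 1 array over 300 was enough, while the count differed from the paper's by more than 1.5 times without an expression minimum and when all 6 arrays, their mean or both group means had to exceed 300.

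The paper states that ApoA-IV, Slc2a3, Gk5 and Slc25a47 (HDMCP) had greater fold changes than Fgf21. Gk5, Slc2a3 and Slc25a47 had larger log2 fold changes than Fgf21 here, but only for Gk5 did the difference pass in both tests of it. In Ad-GFP dishes Gk5, Slc2a3 and Fgf21 are not known to be above background, which limits any order of their fold changes. The dimmer feature of Apoa4 had a smaller one, 2.56 against 3.28 for Fgf21, and with the variances of both genes this difference missed the threshold (adjusted p = 0.109). The brighter feature, at 0.55, lies at the top of the range of the arrays and cannot show a rise as large as that of Fgf21. Its rise of 1.46-fold is under the minimum of 2-fold, so Apoa4, read on this feature, is not among the 1508 genes. Under no alternative was the log2 fold change of Apoa4, which rests wholly or in part on the brighter feature, above 1.56, its value as the mean of a gene's features.

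The paper lists Mfsd2a among the genes common to its data and an earlier set. Its rise passed an adjusted p of 0.05 but its unadjusted p of 0.00182 is above the study's threshold of 0.001, so it is not among the 1508 genes, whereas Suclg1, named beside it, is. Mfsd2a passed that threshold with array quality weights (adjusted p = 1.5e-05), without Ad-GFP replicate 1 (adjusted p = 3.2e-04) and with both arrays numbered 1 left out, a setting chosen after seeing the data (adjusted p = 6.5e-08). Over all 17 alternatives its adjusted p was between 6.5e-08 and 0.0351.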

Other observations

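No test in this part was chosen after its result was seen. Genes of ER folding and quality control, which help new proteins of the secretory pathway to fold, went both ways. Among 29 of them, 11 rose and 7 fell (12 and 7 adjusted over the list alone, adjusted p = 0.731 from camera). Of single genes, Ern1, which encodes the sensor IRE1α, rose with a log2 fold change of 1.41 (SE 0.13, adjusted p = 9.2e-05), Eif2ak3, the gene of PERK, with 0.93 (adjusted p = 0.00387) and Atf6 with 0.65 (adjusted p = 0.0014), whereas the disulfide isomerase gene Pdia6 fell, with -1.46 (SE 0.088, adjusted p = 2.2e-05), and Hspa5, the gene of the chaperone BiP, was at 12.60 and 12.79 (adjusted p = 0.105, and 0.00547 without Ad-GFP replicate 1). For the genes of Fig. S2 the paper reports no genotypic difference in mouse liver. Here 5 of 11 rose and 2 fell (6 and 2 adjusted over the list alone). The adjusted p of this list was 0.232 from camera and 0.0273 from fry. With 1 array left out the adjusted p from camera was between 0.0367, without Ad-GFP replicate 1, and 0.307. The paper likewise reports no genotypic difference in mouse liver for the genes of Fig. S4. In these cultures 5 of 18 rose and 3 fell (6 and 3 adjusted over the list alone, adjusted p = 0.863 from camera). The rises included Ppara at 3.11 (adjusted p = 2.4e-05), Srebf1 at 1.41 (adjusted p = 0.00273) and Fasn at 1.39 (adjusted p = 4.2e-04). The cytokine genes Tgfb1 at -1.82 (adjusted p = 0.00201) and Tnf at -0.95 (adjusted p = 0.00716) fell, while G6pc was at 3.96 and 4.12 (adjusted p = 0.615). Why the cultures differed from mouse liver was not tested. For target genes of CREBH named by the study or earlier work, 7 of 11 rose and 3 fell, also when adjusted over the list alone. The adjusted p of these targets was 0.329 from camera and 0.00875 from fry. Hamp, the gene of the iron hormone hepcidin, fell with a log2 fold change of -1.96 (SE 0.27, adjusted p = 6.9e-04). Targets of ATF4 in the integrated stress response went both ways, since 10 of 23 rose and 9 fell (11 and 9 adjusted over the list alone, adjusted p = 0.855 from camera), but 6 rose and 9 fell after quantile normalization and 8 rose and 9 fell under cyclic loess. Nupr1, one of them, was at 2.71 (adjusted p = 0.00139). Among bZIP factors related to CREB3, 8 of 19 rose and 4 fell (also adjusted over the list alone, adjusted p = 0.855 from camera), with Cebpb at 1.44 (adjusted p = 0.00166) and Nfe2l2, the gene of NRF2, at -1.51 (adjusted p = 1.6e-04).

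Bile acid genes went both ways. Of those of bile acid synthesis and transport, 5 of 20 rose and 9 fell (6 and 9 adjusted over the list alone, adjusted p = 0.855 from camera), but 6 rose and 6 fell after quantile normalization. Slc10a1, the gene of the bile acid importer NTCP, rose 10.8-fold, with a log2 fold change of 3.44 (SE 0.21, adjusted p = 2.2e-05), whereas Abcc2, an exporter to bile, fell with -3.22 (SE 0.14, adjusted p = 1.4e-05) and Nr1h4, the gene of the bile acid receptor FXR, with -2.59 (adjusted p = 1.9e-04). Of hepatokines and growth factors, 7 of 24 rose and 12 fell (also adjusted over the list alone, adjusted p = 0.252 from camera), with Igfbp2 and Inhbe at 2.05 (adjusted p = 1.2e-04) and 1.88 (adjusted p = 0.00138) and Igfbp1 and Bmp6 at -3.16 (adjusted p = 2.0e-05) and -3.11 (adjusted p = 1.9e-05). Of genes of amino acid catabolism and the urea cycle, 8 of 27 rose and 11 fell (also adjusted over the list alone, adjusted p = 0.308 from camera), with Hpd, an enzyme of tyrosine breakdown, at 3.78 (adjusted p = 0.00103) (3.01 without Ad-GFP replicate 2) and Tdo2, which starts tryptophan breakdown, at -4.22 (adjusted p = 1.8e-05). Among cAMP and immediate early genes, 6 of 17 rose and 5 fell (6 and 6 adjusted over the list alone, adjusted p = 0.878 from camera), and 5 rose and 5 fell with each array centred on housekeeping genes, with the nuclear receptor gene Nr4a3 at 4.46 (adjusted p = 4.2e-05) and Myc at -1.81 (adjusted p = 3.7e-05). For housekeeping genes, 2 of 13 rose and 4 fell (also adjusted over the list alone, adjusted p = 0.808 from camera), but 4 rose and 3 fell with each array centred on its median and 2 rose and 7 fell under cyclic loess. In this group Actb was at -0.36 (adjusted p = 0.00229) and Gapdh at 0.043 (adjusted p = 0.569), which was -0.26 under cyclic loess.

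Markers of other liver cells were mostly dim. For stellate cells and fibroblasts, 1 of 15 rose and 3 fell (also adjusted over the list alone, adjusted p = 0.855 from camera), and Vim, the vimentin gene, which cultured hepatocytes also express, fell from 11.86 to 7.54 (adjusted p = 1.8e-05). Of endothelial markers 1 of 12 rose and 0 fell (0 and 0 adjusted over the list alone, adjusted p = 0.942 from camera), and of cholangiocyte markers 1 of 8 rose and 1 fell (also adjusted over the list alone, adjusted p = 0.855 from camera). Among lymphocyte markers 0 of 11 rose and 1 fell (also adjusted over the list alone, adjusted p = 0.951 from camera), and among those of neutrophils and erythroid cells 1 of 8 rose and 0 fell (0 and 0 adjusted over the list alone, adjusted p = 0.635 from camera). The macrophage markers had an adjusted p of 0.855 from camera. With each array centred on its median 1 rose and 1 fell among macrophage markers, 3 rose and 3 fell among those of stellate cells, 2 rose and 1 fell among those of cholangiocytes and 2 rose and 0 fell among those of neutrophils and erythroid cells, and with housekeeping genes as the centre 0 rose and 0 fell among endothelial markers. All adjusted p-values of single genes are from limma.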
